# Characterization of *Poldip2* knockout mice: Avoiding incorrect gene targeting

**DOI:** 10.1371/journal.pone.0247261

**Published:** 2021-12-20

**Authors:** Bernard Lassègue, Sandeep Kumar, Rohan Mandavilli, Keke Wang, Michelle Tsai, Dong-Won Kang, Catherine Demos, Marina S. Hernandes, Alejandra San Martín, W. Robert Taylor, Hanjoong Jo, Kathy K. Griendling

## Abstract

POLDIP2 is a multifunctional protein whose roles are only partially understood. Our laboratory previously reported physiological studies performed using a mouse gene trap model, which suffered from three limitations: perinatal lethality in homozygotes, constitutive *Poldip2* inactivation and inadvertent downregulation of the adjacent *Tmem199* gene. To overcome these limitations, we developed a new conditional floxed *Poldip2* model. The first part of the present study shows that our initial floxed mice were affected by an unexpected mutation, which was not readily detected by Southern blotting and traditional PCR. It consisted of a 305 kb duplication around *Poldip2* with retention of the wild type allele and could be traced back to the original targeted ES cell clone. We offer simple suggestions to rapidly detect similar accidents, which may affect genome editing using both traditional and CRISPR-based methods. In the second part of the present study, correctly targeted floxed *Poldip2* mice were generated and used to produce a new constitutive knockout line by crossing with a Cre deleter. In contrast to the gene trap model, many homozygous knockout mice were viable, in spite of having no POLDIP2 expression. To further characterize the effects of *Poldip2* ablation in the vasculature, RNA-seq and RT-qPCR experiments were performed in constitutive knockout arteries. Results show that POLDIP2 inactivation affects multiple cellular processes and provide new opportunities for future in-depth study of its functions.

## Introduction

POLDIP2 is a protein with a surprisingly large variety of roles, affecting apparently unrelated cellular processes and physiological functions. This pleiotropism of POLDIP2 results in part from its expression in most tissues [1–12] and subcellular compartments, including the nucleus, cytosol and mitochondria [13–15]. In addition, POLDIP2 can potentially bind to numerous other proteins, currently nearly 200, according to its NCBI human gene record. Since most of the interactions listed in the NCBI database have not yet been characterized, additional roles of POLDIP2 will likely be discovered in the future. Below is a brief summary of POLDIP2 functions known to date. More detail can be found in a recent review by Hernandes et al. [16].

Initial studies, carried out in vitro, revealed that POLDIP2 interacts with the p50 subunit of DNA polymerase δ [17], hence its name of POLymerase Delta Interacting Protein 2. However, further work showed that, in addition to polymerase δ, POLDIP2 also activates other polymerases involved in DNA repair (translesion synthesis) [18–22]. This role of POLDIP2 in the DNA damage response has just been reviewed in detail [23]. In a related set of functions, POLDIP2 favors cell division and proliferation through its effects on the mitotic spindle [24], as well as cell cycle activators and inhibitors [25,26]. These results may explain the association of POLDIP2 with various types of cancer [27–29].

Additional cellular studies, using overexpression and knockdown, brought to light striking effects of POLDIP2 on the cytoskeleton mediated by Ect2 and RhoA [10,30]. POLDIP2 increases stress fiber formation and stabilizes focal adhesions [10,31]. It also intensifies the interaction of actin and vinculin [32], and mediates TGFβ-induced smooth muscle alpha actin expression [11]. These regulations can have important consequences on cell migration [10,30–32]. Additionally, an inhibitory effect of POLDIP2 on autophagy and the proteasome has been implicated in tau aggregation in a model Alzheimer’s disease [8].

The observation that POLDIP2 can be highly expressed in mitochondria [15,33,34] led to the discovery of its positive effect on the Krebs cycle, through inhibition of the mitochondrial ClpXP protease [35]. Due to its impact on mitochondria and nuclear transcription factors, POLDIP2 can regulate differentiation and metabolism [5,36].

Many of the effects of POLDIP2 appear to be mediated by reactive oxygen species, especially H_2_O_2_ generated by the NADPH oxidase Nox4. POLDIP2 can associate with the p22phox subunit [9,10] and activate the oxidase [10] or induce Nox4 upregulation [11]. This positive effect of POLDIP2 on H_2_O_2_ has been observed not only in cells in which POLDIP2 has been overexpressed or knocked down [5,10,11,31,32], but also in vivo, using the mouse gene trap model introduced by our laboratory [12,37–39].

This mouse gene trap model allowed in vivo studies of physiopathological functions of POLDIP2 to be carried out for the first time. Indeed, we found that POLDIP2 promotes neovascularization in a model of hindlimb ischemia via ROS-dependent activation of metalloproteinases and enhancement of endothelial growth [37]. The latter observation was confirmed with siRNA against *Poldip2* [37]. POLDIP2 also preserves vascular structure and function by preventing excessive accumulation of extracellular matrix, including collagen and fibronectin, thereby enhancing vessel contraction [12]. The mechanism of this extracellular matrix reduction by POLDIP2, studied in detail in cultured vascular smooth cells [40], may explain the antifibrotic activity of the plant alkaloid matrine [41]. However, an opposite finding in renal fibroblasts suggests that POLDIP2 can mediate TGFβ-induced fibrosis [11].

Additional adverse effects of POLDIP2 in disease have been uncovered using the gene trap model. Thus, *Poldip2*^+/-^ mice are protected against blood brain barrier leakage and subsequent harmful edema and inflammation after an experimental ischemic stroke [4] or LPS administration [7]. The integrity of the blood brain barrier was also preserved by intracerebral administration of *Poldip2* siRNA in a mouse meningitis model [42]. Similarly, *Poldip2*^+/-^ mice are protected against lung edema and inflammation after LPS [1]. It is important to note that these changes in barrier function were also observed in multiple endothelial subtypes treated with siPoldip2 in vitro, confirming that the observed changes are in fact due to a reduction in *Poldip2* levels [1,4]. These studies suggest that POLDIP2 is a promising therapeutic target for pathologies involving breakdown of a barrier, such as stroke and sepsis, for which new treatments are urgently needed. POLDIP2 is especially interesting because of its upstream position in signaling pathways leading to reactive oxygen species production, inflammation, cell migration and proliferation.

Further exploration of the multiple functions of POLDIP2 will require the development of new tools applicable to cells and organisms. Initial in vivo studies relied on the mouse gene trap model mentioned above, which suffered from two main limitations. First, *Poldip2* knockdown was constitutive, thereby affecting all cell types throughout the life of the animals [12]. All other *Poldip2* gene trap alleles currently listed in the Mouse Genome Informatics database (http://www.informatics.jax.org/allele/summary?markerId=MGI:1915061) are similarly constitutive. Second, because most homozygous gene trap mice died shortly after birth [12,25], experiments were limited to heterozygous animals. Therefore, we sought to develop a conditional knockout model to allow finer spatial and temporal control of *Poldip2* expression in vivo, using the well-established Cre-lox system.

In the present study we targeted the mouse *Poldip2* gene, using a classical homologous recombination strategy in embryonic stem (ES) cells, with the help of a reputable commercial company. In spite of using the most accepted methods and quality control steps, our first line of mice was flawed. Characterization of its genetic defect revealed that a mishap occurred during gene targeting, with partial recombination of the targeting construct, duplication of adjacent genes and retention of the wild type allele. We believe this is an underreported pitfall and hope our experience will incite others to incorporate DNA copy number assays in future gene targeting projects, including those based on CRISPR-mediated genome editing.

After identifying a different clone of correctly targeted ES cells, we were able to produce the desired floxed *Poldip2* mice. To verify that the floxed allele can be inactivated by excision with Cre recombinase, we crossed floxed mice with a transgenic Cre deleter expressed in early embryos to produce a new line with a ubiquitous deletion. POLDIP2 expression was abolished in mice homozygous for the constitutively excised allele, showing that it is null, as desired. Interestingly, a much higher proportion of live homozygous knockout *Poldip2* mice could be obtained from this line than from the gene trap. We were thus able to perform initial characterization of their phenotype.

In summary, understanding the nature of the genetic defect that impeded our first gene targeting attempt allowed us to successfully produce two new lines of mice: a floxed conditional and a constitutive knockout, that will allow refined in vivo physiopathological studies of POLDIP2.

## Materials and methods

### Genetically modified mice

Vector construction and traditional gene targeting were performed by genOway (Lyon, France). The targeting construct included positive (neomycin) and negative (diphtheria toxin A) selection cassettes. Segments of the *Poldip2* gene were amplified using 15–20 cycles of PCR with Accuprime Taq DNA polymerase HF (Invitrogen) from C57BL/6 genomic DNA. Homology regions included a long 4.5 kb 5’ arm encompassing exons 2 and 3, and a short 3 kb 3’ arm spanning exons 5–9. Exon 4 and the neomycin cassette (itself flanked by FRT sites) were surrounded by loxP sites. Recombination of loxP sites by Cre was designed to delete 1.2 kb of genomic DNA, including exon 4 with its 97 bp of coding region, thereby producing a frame shift and a premature stop codon in exon 5. The construct was linearized with Pme I, purified and transfected by electroporation into embryonic stem (ES) cells from C57BL/6 black mice. After 48 hours in culture, cells were incubated with 200 μg/ml G418 (positive selection), leading to the isolation of 257 antibiotic-resistant clones. Screening by PCR across the 3’ arm, using primers p1 and p2 (Table 1), identified 10 positive clones, 7 of which were confirmed by southern blotting using 5’ and 3’ external probes. Six positive clones were injected into C57BL/6J albino blastocysts and implanted into OF1 females, which produced 15 male chimeras (>50% black), including two from clone B11-G2 and four from clone B12-H5. Three male chimeras were crossed with C57BL/6 Flp deleter females to excise the neomycin cassette. Two heterozygous pups, both derived from ES cell clone B12-H5, were identified by PCR genotyping, verified by Southern blotting with the 3’ external probe and used as colony founders.

**Table 1:** PCR primers.

Purpose	Name	Sequence (5’ to 3’)	Amplicons
Southern internal probe	forward	TGGAGGTGCGTTGAGCAGAAGC	340 bp
	reverse	TCTTTAGCTACTACCCAGTCCTGAGGCC	
Southern 3’ external probe	forward	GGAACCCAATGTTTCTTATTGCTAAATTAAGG	519 bp
	reverse	CCAGCTCTCCTGTTCTAACTGGCAGTTT	
Screening ES cells	p1	GGAACTTCCTGACTAGGGGAGGAGTAGAAG	3.3 kb
	p2	GCAGGGTAGTGTAGGCAGGGAACATAA	
Long 5’ PCR	p3	CAAGTAACGCTTCTTAGGCGAATCC	5.2 kb
	p4	CCATGATCCCTCCCAGCAAATGACA	
Long 3’ PCR	p5	TCTTGGTTTCTTGATGCACAGT	4.2 kb
	p6	GGCTCAGACTCACAACAATAATCATGC	
Floxed Poldip2 genotyping around 5’ loxP	p7	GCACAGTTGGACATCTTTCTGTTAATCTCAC	516 (WT) & 601 bp
	p8	GCCCAGAGCTGACCTAACCTC	
Floxed Poldip2 genotyping around 3’ loxP	p9	CCGTGACTGCCCACATATAGTAAGTAAGC	710 (WT) & 808 bp
	p10	GCTGTCATCATGGTTAGCCAAGAAGG	
Amplification of duplication junction for sequencing	p11	CACCCTAGACACCAACACTAACATCT	1,044 bp
	p12	GGATCTCTCGCTCATGCACAACG	
Genotyping of duplication junction	p13	CAGGCAATCTGACTTCTTAGCACAC	416 bp
	p12	see above	
Excised Poldip2 genotyping	p14	CTTCTTGGTTTCTTGATGCACAGT	404 (WT) & 281 bp
	p15	GTTTTGCCTTTCACCTCCTTAGAGCC	
	p16	ACATTATACGAAGTTATGTACGCCTA	
**Selected primers for duplication mapping**			
Lepr (negative control)	forward	GGGTTAGAGATCTTTCATCTTTAGC	326 bp
	reverse	ATGCCCTGAAAATCAAGCATA	
Chr11 @ -28 kb	forward	TACACCAGCCCCAGAAGGATCG	297 bp
	reverse	GATGTATCTCTTTCACCTGCATGGTT	
Chr11 @ -171 kb	forward	GACATTGCTAAAGACCCCGATGC	144 bp
	p12	see above	
Chr11 @ -172 kb	forward	GTCAGGTTCTTGATAAGCTCGACT	171 bp
	reverse	CTGGTACTGTTTAGCTCTACAACGC	
Chr11 @ 52 kb	forward	GCAGAGCCAGGCATTACCTT	114 bp
	reverse	GCTTTGTCTAGGGCTTAGCTTACCA	
Chr11 @ 133 kb	p11	see above	116 bp
	reverse	TCTGTTTTCCACCAGGGACAATGC	
Chr11 @ 134 kb	forward	ATCAAATAAAACCACTGAACATTCATCCGA	75 bp
	reverse	TTTTGCCTGAAGCAGTACGTCA	
**Primers for RT-qPCR with LightCycler instrument**			
Poldip2	forward	AGTTCGAGGACGAGGGGTGGT	171 bp
	reverse	GAATGGTGGGATCCGGACATCAAAG	
Tmem199	forward	CAATGTCACTTGTCAGGATG	168 bp
	reverse	GCCATTTCTGTGAAGACATAC	
Tnfaip1	forward	AAATAGAGGCTTTGGCTTTC	143 bp
	reverse	AAGAGACAAACTGGAAACAC	
Nox4	forward	CTGGTCTGACGGGTGTCTGCATGGTG	413 bp
	reverse	CTCCGCACAATAAAGGCACAAAGGTCCAG	
Peptidylprolyl isomerase A (PPIA)	forward	AGCTCTGAGCACTGGAGAGA	178 bp
	reverse	GCCAGGACCTGTATGCTTTA	
Beta-2 microglobulin (B2M)	forward	GGCCTGTATGCTATCCAGAA	198 bp
	reverse	GAAAGACCAGTCCTTGCTGA	
Hypoxanthine phosphoribosyl transferase 1 (HPRT)	forward	GCTGACCTGCTGGATTACAT	242 bp
	reverse	TTGGGGCTGTACTGCTTAAC	
**Primers for RT-qPCR with QuantStudio7 instrument**			
Poldip2	forward	GAGACCACCGAGAACATCCG	72 bp
	reverse	GTGGGAATTCTGGGCTTCCCTCA	
Tmem199	both	see above	168 bp
B2M	both	see above	198 bp
HPRT	forward	see above	279 bp
	reverse	GGTCCTTTTCACCAGCAAGCT	
PPIA	both	see above	178 bp
Ribosomal protein L13a	forward	ATGACAAGAAAAAGCGGATG	215 bp
	reverse	CTTTTCTGCCTGTTTCCGTA	
Phosphoglycerate kinase 1	forward	GCAGATTGTTTGGAATGGTC	185 bp
	reverse	TGCTCACATGGCTGACTTTA	
Mitochondrial Cytochrome C oxidase I	forward	TGTCTATTGGCTTTCTAGGC	240 bp
	reverse	AAACAATTCCGGTTAGACCA	
Mitochondrial Cytochrome C oxidase III	forward	TACACTATTAACCCTTGGCCTA	223 bp
	reverse	GCCTCCTAGATCATGTGTTG	
Mitochondrial NADH dehydrogenase 1	forward	CATTCTAATCGCCATAGCC	130 bp
	reverse	TAATTTTATGGCGTCTGCAA	
Collagen IV α1	forward	GCAGAGATGGTCTTGAAGGA	133 bp
	reverse	AAACCTGGGTCTCCTTTGTC	
Collagen IV α2	forward	GCATGAACAAGCTCTGGAGT	186 bp
	reverse	TGGAGAGCCAGTAGGACTTG	
Collagen IV α6	forward	TAACCAGGATCTGGGATTTG	181 bp
	reverse	GATATACTGGGGAATCTGGG	
Collagen XVIII α1	forward	GTAGATTCTATAGGAGCTGAGAC	118 bp
	reverse	CTCCCTTTTGTCCTTTCATAC	
Integrin α3	forward	TACAACTGGAAAGGAAACAG	111 bp
	reverse	CACCGTGTACCCAATATAAAG	
Integrin α5	forward	GATCCTTTGGTGTGGACAAG	207 bp
	reverse	AGTTCCACCTCGAAGCCTAT	
Filamin α	forward	GGAGACGGTGATTACTGTGG	222 bp
	reverse	GCCAAAGCTGTAACTTGGAA	
Tensin 1	forward	CCCCACAGATGAATCAAAAG	208 bp
	reverse	GGCAGAGACCTTGAAGTGAA	
Calponin 1	forward	CAATGTGGGAGTCAAGTATG	170 bp
	reverse	TACCCAGTTTGGGATCATAG	
Caldesmon 1	forward	GGTGATTTAGTTAGCCATTCG	276 bp
	reverse	TGTCAGATCTACTCACCAAG	
Vinculin	forward	ACCTGTGTCAGCCTGTTAGC	243 bp
	reverse	GGATGAAAAATGCTTGGTTG	

### Southern blots

Southern blotting protocols were designed and carried out by genOway, using DNA probes labeled with ^32^P. Probe sequences were assessed using BLAST software to ensure specificity in the murine genome and tested using wild-type genomic DNA. The following combinations of restriction enzymes and probes were used. Digestion with EcoRV followed by hybridization with an internal neomycin probe produced an 11.1 kb band from the targeted allele and allowed detection of random integration events. Digestion with EcoNI and hybridization with a 519 bp 3’ external probe produced 9.5, 8.4 and 6.8 kb bands from wild-type, targeted and floxed alleles, respectively. Following digestion of genomic DNA samples with the desired restriction enzyme, separation on agarose gel and transfer to nylon membranes, blots were prehybridized and hybridized in 4X SSC, 1% SDS, 0.5% skim milk, 20 mM EDTA, 100 μg/ml herring sperm DNA at 65°C for 18 h. Membranes were washed twice in 3X SSC, 1% SDS at 65°C for 15 min, and twice in 0.5X SSC, 1% SDS at 65°C for 15 min. Membranes were exposed for 3 days to BioMax MS film with BioMax intensifying screens.

### Generation of the new floxed *Poldip2* line

The B11-G2 clone of ES cells provided by genOway was tested using a copy number variation assay and appeared to be free from the unwanted duplication that affected clone B12-H5. Thus, clone B11-G2 was used by the Emory Mouse Transgenic and Gene Targeting Core for injection into blastocysts and implantation. Six males with chimerism greater than 70% were produced and were crossed with C57BL/6J females. Two male chimeras were also crossed with Flp deleter females (The Jackson Laboratory, stock number 012930) to delete the neomycin cassette and produce the desired floxed *Poldip2* mice.

### Generation of the excised *Poldip2* line (*Poldip2* knockout line)

Females from the new floxed *Poldip2* line were crossed with a male transgenic carrying EIIa Cre, which is expressed in early embryos (The Jackson Laboratory, stock number 003724). The resulting mosaic pups carried three alleles: wild type, floxed and excised *Poldip2*. Backcrossing to C57BL/6J produced the desired excised (knockout) *Poldip2* heterozygotes.

The three new mouse lines described here have been added to the Mouse Genome Informatics database http://www.informatics.jax.org/:

1. Original floxed *Poldip2* line, with duplication: Dp(11Pigs-Nlk)1Kkgg, MGI:6448073.
2. New floxed *Poldip2* line, without duplication: *Poldip2*^*tm1*.*1Kkgg*^, MGI:6448070.
3. Constitutive *Poldip2* knockout line: *Poldip2*^*tm1*.*2Kkgg*^, MGI:6448071.

All animal experiments were approved by the Emory University Institutional Animal Care and Use Committee.

### Preparation of genomic DNA

Crude lysates for conventional PCR genotyping were prepared from ear biopsies or yolk sacs using DirectPCR Lysis Reagent (Viagen Biotech). Genomic DNA was purified using the Xtreme DNA isolation kit (Isohelix) or DNeasy Blood & Tissue Kit (Qiagen). These kits were used to purify DNA from crude lysates or from tissue samples preserved in RNA*later* solution (Sigma).

### Preparation of RNA and cDNA

Tissue samples stabilized in RNA*later* solution (Sigma) were homogenized using a TissueLyser II instrument (Qiagen), in the presence of Reagent DX antifoam solution and RLT Plus buffer (Qiagen). Total RNA was purified using the RNeasy Plus kit (Qiagen). Reverse transcription was carried out using ProtoScript II enzyme (New England Biolabs) and random 15-mer primers. The resulting cDNA samples were purified using the QIAquick PCR purification kit (Qiagen). To isolate RNA separately from the endothelial and medial layers of mouse thoracic aorta, vessels were flushed with Qiazol reagent, as described previously [43]. Total RNA was purified using the miRNeasy kit (Qiagen) from both fractions. Reverse transcription was carried out using random primers and the Multiscribe reverse transcriptase provided in the High-Capacity cDNA Reverse Transcription Kit with RNase Inhibitor (Applied Biosystems).

### PCR for genotyping and cloning

Primers designed using Oligo software version 7 (Molecular Biology Insights) were ordered from Genosys/Sigma. Genotyping was carried out by conventional PCR using crude DNA lysates and Taq polymerase (New England Biolabs). PCR products destined for cloning were made with Q5 Hot Start High-Fidelity DNA Polymerase (New England Biolabs).

### DNA cloning

Long PCR products were purified by gel electrophoresis and short ones with the QIAquick PCR purification kit (Qiagen). Terminal adenine overhangs were added using Taq polymerase in the presence of dATP, immediately before TOPO T/A cloning. PCR products were cloned into the pCR-XL vector using the TOPO XL PCR cloning kit (Invitrogen). Chemically competent Top10 E. Coli (Invitrogen) were used for transformation.

### DNA sequencing

Standard fluorescent Sanger sequencing was performed by Agencourt/Beckman Coulter or Macrogen, using custom or vector primers and plasmid DNA purified with the QIAprep Spin kit (Qiagen). Reads were assembled using MacVector software.

### Copy number variation assays by qPCR

Crude genomic DNA lysates used for routine genotyping were purified before measuring copy number variations by qPCR. Predesigned assays amplifying *Poldip2* at exons 4 or 10, or *Tmem199* at exon 6, as well as *Transferrin receptor 1* (reference gene with a single copy per haploid mouse genome) at exon 17, were purchased from Applied Biosystems. Reactions were performed using TaqMan Genotyping Master Mix, in a StepOne Plus real-time thermocycler (Applied Biosystems). The gene of interest and the reference gene were detected simultaneously in each sample, using TaqMan probes labeled with FAM and VIC, respectively. Quantification was performed using ΔΔCt and CopyCaller software (Applied Biosystems). Copy numbers of the gene of interest are expressed relative to the reference gene and normalized to an average of 2 copies per genome in wild type (diploid) samples.

### qPCR for gene duplication mapping

To facilitate the design of specific genomic primers for duplication mapping, genomic sequence retrieved from the NCBI database was first processed with RepeatMasker software (http://www.repeatmasker.org/). Following primer design with Oligo software, specificity was further evaluated using BLAST software (NCBI). For each primer pair, annealing temperature was optimized experimentally, and quantitative performance verified using serial dilutions of genomic DNA. After optimization, quadruplicate reactions were carried out in a LightCycler instrument (Roche) with glass capillaries, using 5 ng purified genomic DNA, 4 mM MgCl_2_, 300 nM primers, Platinum Taq DNA polymerase (Invitrogen) and SYBR green. A difference in Ct of about 2 cycles between known wild type and homozygous samples was observed for primer pairs annealing near *Poldip2* on chromosome 11. In contrast, there was no difference in Ct for primer pairs annealing far from *Poldip2* or within the leptin receptor on chromosome 4. Thus, the duplication was mapped using numerous custom primer pairs.

### Western blotting

Samples of liver tissue preserved in RNA*later* solution were transferred to 500 μl lysis buffer (0.3 M NaCl, 0.2% SDS, 0.1 M Tris base, 1% Triton X-100, 10 μg/ml aprotinin, 10 μg/ml leupeptin, 1 mM PMSF, Halt phosphatase inhibitor cocktail (Thermofisher). Following homogenization (Qiagen TissueLyser II), sonication and centrifugation (20,000 x g) at 4°C for 30 min, pellets were discarded. Equal quantities (20 μg) of protein (Bio-Rad Bradford assay) were brought to equal volumes with Laemmli buffer before boiling at 100°C for 10 min. Proteins were separated using SDS-PAGE and transferred to 0.45-μm pore size PVDF membranes (Millipore). Membranes were blocked in 5% BSA for 1 h before overnight incubation with primary antibodies diluted in Tris-buffered saline with 0.1% tween (TBST). Primary antibodies were: anti-POLDIP2 rabbit monoclonal (Abcam; Ab181841; 1:2000), and anti-tubulin rabbit polyclonal (Abcam; Cat No. Ab6046; 1:5000). Membranes were rinsed with TBST for 30 min before incubation with horseradish peroxidase-conjugated anti-rabbit secondary antibody (Cell Signaling; 7074S, 1:5000) for 1 h. Bands were visualized using enhanced chemiluminescence (ThermoFisher; 34580) and detected with Hyperfilm (Amersham GE).

### RT-qPCR assays of gene expression

Samples of cDNA prepared from mouse tissues were analyzed either with a LightCycler instrument (Roche) with glass capillaries, using Platinum Taq DNA polymerase and SYBR green, or with a QuantStudio 7 instrument (Applied Biosystems), using Forget-Me-Not EvaGreen qPCR Master Mix with low ROX (Biotium). Data quantification was performed using the mak3i module of the qpcR software library (version 1.4–0) [44,45] in the R environment [46]. Several housekeeping genes were used to normalize the results (β-2 microglobulin, Hypoxanthine phosphoribosyl transferase 1 and Peptidylprolyl isomerase A, Ribosomal protein L13a and Phosphoglycerate kinase 1), as described earlier [12]. For RT-qPCR experiments in fractions of thoracic aorta reported in Fig 11, normalization was performed using the NORMA-Gene algorithm [47] with the Excel macro available from the author (https://sorensenlab.wordpress.com). Primer sequences can be found in Table 1.

### RNA sequencing

#### Tissue preparation and isolation of RNA

Following euthanasia, mouse carotid arteries were excised after perfusion with normal saline solution and transferred to a 35-mm dish containing ice-cold HBSS. Endothelial-enriched RNA was quickly flushed using an insulin syringe fitted with a 29-gauge needle filled with 150 μL Qiazol solution [43]. Total RNA was purified using the miRNeasy kit (Qiagen) from both endothelial and leftover (medial) fractions. RNA integrity was assessed with the RNA Nano 6000 assay kit and the Bio analyzer 2100 system (Agilent).

#### Library construction and sequencing

RNA processing was performed using a low-input RNA-seq pipeline from Novogene. Libraries were generated with the NEBNext Ultra RNA Library Prep Kit for Illumina (New England Biolabs). Briefly, mRNA was enriched from 50 ng total RNA using magnetic poly-T beads. First and second strand cDNA was synthesized using random hexamer primers, M-MuLV reverse transcriptase, DNA polymerase I and RNase H, followed by conversion of overhangs to blunt ends. DNA fragments were ligated with NEBNext adaptors and size-fractionated with the AMPure XP system (Beckman Coulter) before treatment with USER enzyme (New England Biolabs) and PCR amplification with universal and index primers using Phusion high-fidelity DNA polymerase. PCR products were purified with the AMPure XP system, and the quality of the library was assessed using the Bio analyzer 2100 system (Agilent). Pooled libraries were read using an Illumina NextSeq 550 sequencer.

#### Read mapping and quantification of gene expression level

Raw reads were processed using in-house Perl scripts at Novogene to remove low-quality data. Clean reads were used to calculate the Q20, Q30 and GC contents. Reads were mapped to genes in the reference mouse genome (mm9) and assembled into transcripts whose abundance was estimated as expected number of Fragments Per Kilobase per Millions base pairs sequenced (FPKM) [48]. Bowtie (v2.2.3) was used to build an index of the reference genome, and TopHat (v2.0.12) to align paired-end clean reads.

#### Differential gene expression analysis

The DESeq2 R package (v1.18.0) was used to compare pairs of sample groups that included four biological replicates. DESeq2 uses a model based on the negative binomial distribution. P values were adjusted with the method of Benjamini and Hochberg to control the false discovery rate [49]. The threshold for significant differential expression was set to q <  0.05.

#### Gene ontology analysis

Differentially expressed genes were further analyzed using the GOSeq R package. A hypergeometric test, capable of adjusting for gene length bias, served to map genes to terms in the GO database. The false discovery rate was set to less than 0.05. The resulting lists were curated by hand to exclude GO terms unrelated to vascular biology. Finally, GO terms were regrouped into broader categories using the REVIGO software [50].

The RNA-seq results generated in the present study have been deposited in NCBI’s Gene Expression Omnibus [51] database and are available through GEO Series accession number GSE165274. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc= GSE165274.

### Statistics

Calculations were performed using GraphPad Prism software versions 7 or 8. Comparisons of observed and expected genotype distributions were performed using two-tailed χ^2^. Comparison of RNA and protein expression between genotypes was performed using two-way ANOVA, followed by Dunnett or Sidak tests.

## Results

A classical gene targeting strategy in embryonic stem (ES) cells was designed by genOway (Fig 1A) to create a conditional *Poldip2* knockout mouse model. Although it is often recommended to target the first coding exon of a gene, which is exon 1 in *Poldip2*, it seemed safer to flox exon 4 to avoid affecting *Tmem199* expression. Indeed, the *Tmem199* gene is located immediately upstream of *Poldip2* on chromosome 11 (Chr11) and in reverse orientation. Thus, their first exons are only separated by 13 nucleotides and the promoter of *Tmem199* extends inside the *Poldip2* gene. In contrast, the fourth exon of *Poldip2* is separated from the first exon of *Tmem199* by 4,651 nucleotides. 

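In GENCODE's annotation of GRCm38, the first exon of Poldip2 spans bases 78512193 to 78512472 of chromosome 11 and is read left to right. Tmem199, which encodes a transmembrane protein, is read in the opposite direction, and its first exon spans bases 78511897 to 78512172. Between these first exons lie 20 bases. Exon 4 of Poldip2 spans bases 78516819 to 78516915, and 4646 bases separate it from the first exon of Tmem199. In RefSeq's annotation, where the Poldip2 gene starts at base 78512296 and the Tmem199 gene ends at base 78512168, the same distance to exon 4 is 4650 bases and the genes lie 127 bases apart. The Poldip2 transcript has 11 exons and the Tmem199 transcript has 6.

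**Figure D1:**
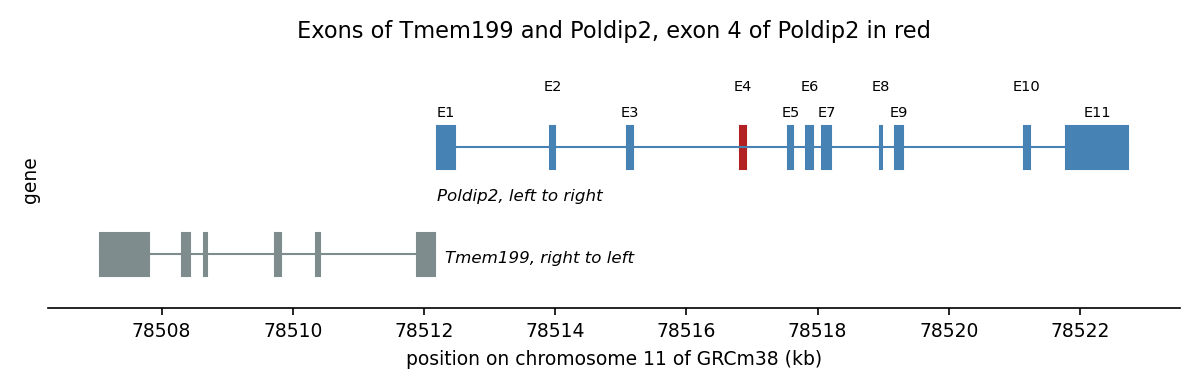
Exons of Tmem199 and Poldip2 drawn to scale as boxes along chromosome 11 of GRCm38, in kb, with introns as lines. Exon 4 of Poldip2, in red, lies 4646 bases to the right of the first exon of Tmem199.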

Importantly, exon 4 is suitable for targeting because deletion of its 97 bp of coding region would produce a frame shift in the mRNA and a premature stop codon in exon 5.

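Exon 4 of Poldip2 holds 97 bases, all of them coding, which leaves a remainder of 1 after division into codons. Its sequence on the coding strand is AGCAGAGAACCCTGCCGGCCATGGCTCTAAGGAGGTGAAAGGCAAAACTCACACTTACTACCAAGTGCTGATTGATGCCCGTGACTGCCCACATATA. Joining exon 3 to exon 5 in the annotated transcript kept the first 113 residues of the 368-residue protein and added 9 residues in another frame. The shifted frame ended at a TGA codon in exon 5, at bases 78517578 to 78517580 of chromosome 11, which lies 48 bases before the end of that exon. Another 6 exons follow exon 5. Exon 4 makes up 4.72% of the 2054 bases of the mRNA, so the mRNA without it is 1957 bases long.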

**Fig 1:**
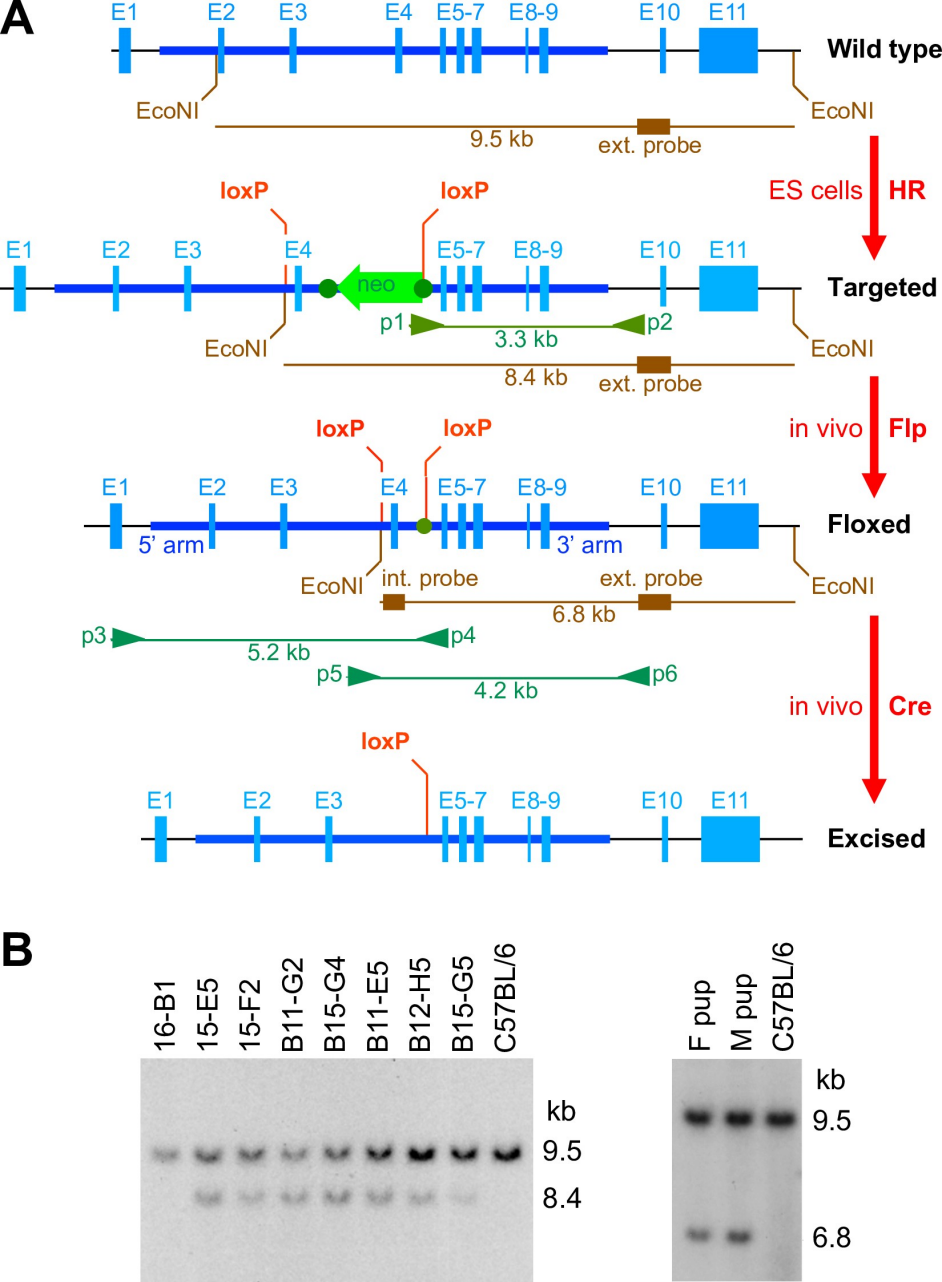
*Poldip2* gene targeting strategy. **A:** Successive modifications of the mouse *Poldip2* gene are shown from top to bottom. The wild type allele from the NCBI database (GRCm38.p6) includes 11 exons, represented by solid blue boxes E1-11. A classical homologous recombination (HR) strategy with a suitable targeting construct was used to flank exon 4 with loxP sites in embryonic stem (ES) cells. Following recombination, the targeted allele includes a neomycin cassette (neo) in antisense orientation in intron 4, surrounded by FRT sites (dark green dots), as well as loxP sites located in introns 3 and 4 (outside neo/FRT). Targeted ES cells were used to produce live chimeric mice. The floxed allele results from in vivo recombination of FRT sites and deletion of the neomycin cassette, after crossing with a Flp deleter transgenic line, thereby generating heterozygous floxed mice. Lastly, the excised allele, which is expected to inactivate *Poldip2*, is produced by recombination of loxP sites and deletion of exon 4, after crossing with Cre transgenic mice. In these maps, the region of homology between the wild type gene and the targeting construct is represented by a thick horizontal dark blue line, extending from intron 1 (5’ arm of the construct) to intron 9 (3’ arm of the construct). DNA segments used as internal and 3’ external probes in Southern blots are represented by brown boxes, together with expected DNA fragments after digestion with EcoNI endonuclease. The annealing sites of primers p1-p6 and corresponding long PCR amplicons are shown in green. **B:** Verification of recombination by Southern blotting. Genomic DNA samples were digested with EcoNI, before electrophoretic separation, blotting and hybridization with the 3’ external probe. **Left blot:** the 7 clones of ES cells in the middle present bands corresponding to both wild type and targeted alleles, suggesting successful recombination. Clone 16-B1 on the left side and the C57BL/6 control on the right side only carry wild type alleles. **Right blot:** after crossing targeted chimeras with Flp deleter transgenics, heterozygous floxed pups were identified. A female (F) and a male (M) pup carried the expected wild type and floxed alleles. These mice, derived from ES cell clone B12-H5, were used as initial founders.

Following transfection of C57BL/6 (B6) ES cells with the targeting construct, 257 G418-resistant clones were isolated and screened using long PCR spanning the 3’ homology arm with primers p1 and p2 (Fig 1A). Ten positive clones were examined using two rounds of Southern blotting, after digestion with EcoRV and EcoNI, respectively. The first blot was hybridized with a neomycin cassette probe and the second one with a 3’ external probe (Fig 1A), hybridizing downstream of the region homologous to the targeting construct. Three clones, which included random integrations, were rejected in the first round. The last 7 clones seemed to be successfully targeted in the second round (Fig 1B left). Six of these clones (all except B15-G5) were used for blastocyst injection and implantation into pseudo-pregnant females. High-percentage male chimeras were crossed with Flp deleter females to produce heterozygous floxed *Poldip2* pups. The genotypes of two mice, derived from clone B12-H5, were confirmed by Southern blotting with the 3’ external probe (Fig 1B right) and were used as founders.

Two females of the following generation were crossed with B6 males in our laboratory to start our first floxed *Poldip2* colony. Genomic DNA from the first pups was used to optimize two genotyping methods, using traditional PCR with primers surrounding either the 5’ or the 3’ loxP site (Fig 2) and their results were in complete agreement. All crosses between heterozygotes (Het) and wild types (WT) produced pups with genotypes in expected proportions (50/50 WT/Het). In contrast, as shown in Table 2, crosses of Het pairs unexpectedly failed to produce homozygotes (Hom). At the time our results were even more confusing than Table 2 would suggest, because we trusted the genotyping methods and included breeders that seemed to be Het, but could have been Hom (both their parents were Het).

**Fig 2:**
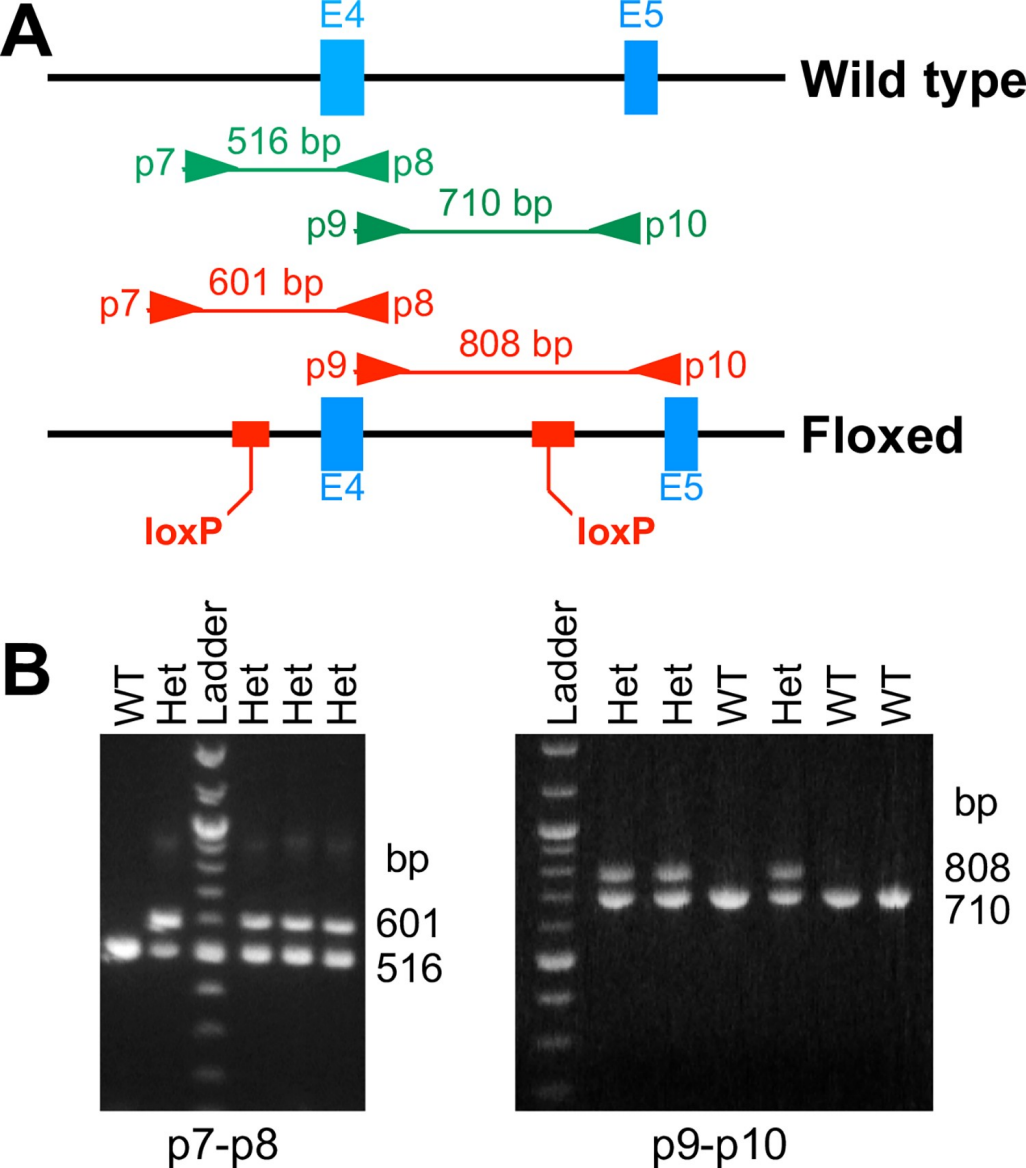
Two floxed *Poldip2* genotyping methods. **A:** Genomic maps of mouse *Poldip2*, around exons 4 (E4) and 5 (E5), showing the annealing sites of PCR primer pairs p7-p8 and p9-p10, surrounding 5’ and 3’ loxP sites, respectively, as well as corresponding amplicons from wild type (green, top) and floxed (red, bottom) alleles. The positions of DNA inserts that include loxP sites are shown in the floxed allele (bottom, red boxes). **B:** Representative agarose gels, following PCR of mouse genomic DNA samples, using primer pairs p7-p8 (left) or p9-p10 (right). Genotypes of individual mice are indicated at the top: wild type (WT) or heterozygous (Het). Steps in the DNA ladder are multiples of 100 bp, with higher intensities at 500 and 1,000 bp.

**Table 2:** Het x Het crosses of initial floxed *Poldip2* mice fail to produce homozygotes.

	Observed counts		Observed total	Expected total	
genotype	male	female		1:2:1	1:3
**WT**	13	11	24	30.75	30.75
**Het**	49	50	99	61.50	92.25
**Hom**	0	0	0	30.75	
**Total**	62	61	123	123	123

Pups were genotyped by conventional PCR. Both methods described in Fig 2 produced identical results. All breeders were known to be heterozygous because one of their parents was a wild type. No homozygote pup was identified and there was no difference between male and female counts. Observed pup genotype counts were significantly different from the expected 1:2:1 Mendelian distribution (P = 10^−4^), but not from a 1:3 distribution (P = 0.18).

Although no alteration of function is expected in floxed mice, our previous experience with perinatal lethality in *Poldip2* gene trap mice prompted us to genotype embryos at mid gestation. Thus, we identified two apparently Het male breeders (numbers 82 and 83) which produced 100% (29/29) Het embryos (and no resorption) when crossed with four Het females. Suspecting that these males might really be Hom, we crossed male 83 with 3 WT females, which also produced 100% (21/21) Het embryos. Therefore, this result suggested that male 83 was really a floxed Hom, but also carried WT alleles, which made it appear Het by genotyping.

This interpretation is supported by Table 2, which now only considers litters produced by true Het breeders. We know these breeders had to be Het, not just because of their apparent genotype, but also because one of their own parents was WT. As shown in the rightmost column of Table 2, the distribution of pup genotypes was not different from 1:3, as if Het and Hom genotypes were lumped together.

One possible explanation for this unexpected observation is that either a floxed or a wild type allele was present at a locus different from *Poldip2* in the genome. In addition, because no ectopic integration had been detected in earlier Southern blots, we would expect the genetic defect to have been acquired in a recent cross. In that case it might have been possible to rescue the line, either by identifying animals that had not been affected by the mutation, or by backcrossing to wild type.

To test this hypothesis, two experiments were carried out to verify the genomic context of the *Poldip2* alleles. In a first experiment, Southern blots were performed, using genomic DNA samples from a dozen breeders (2 WT, 3 certain Het, and 7 Het that could have been Hom, including male 83). Internal and external probes (shown in Fig 1A) only produced bands expected for both wild type and floxed alleles, confirming that there was no ectopic integration of the targeting construct and implying that all animals, except the WT, were Het. Similarly, in a second experiment, long PCRs, spanning either the 5’ or 3’ homology arm, were carried out, using genomic DNA from male 83. These reactions used primers p3-p4 and p5-p6, respectively (Fig 1A: external primers p3 and p6 anneal outside the segment homologous to the targeting construct). The PCR products were cloned and sequenced. All clones were 100% identical to expected alleles, either WT or floxed, including both loxP sites. Thus, both experiments were in agreement and confirmed previous genotyping results: except for two wild types, all mice, including male 83, appeared to be Het, and their alleles seemed to be in the correct genomic context. Furthermore, no unexpected mutation was uncovered by sequencing. Overall, these results were consistent with the possibility that a DNA segment longer than the targeting construct had somehow been duplicated.

To further evaluate the idea of a duplication event, we performed copy number variation assays by qPCR, using commercially available primer and TaqMan probe combinations and included an internal control recommended by the manufacturer. As shown in Fig 3A, genomic DNA samples were tested using primers pairs annealing either inside (*Poldip2* exon 4) or outside the targeting construct (*Poldip2* exon 10), or even in the adjacent gene (*Tmem199* exon 6). As expected, 2 copies per genome were found in wild type mice. In contrast, apparently Het mice fell into two categories: some animals had 3 and others 4 copies per genome at all tested locations. This result supports the interpretation of a long duplication and, together with data above, imply that the floxed allele is associated with an extraneous wild type one. Thus, mice with 3 copies per genome would be true Het and those with 4 copies would be Hom. Interestingly, male 83 carried 4 copies (Fig 3A), as suspected for a functional Hom.

**Fig 3:**
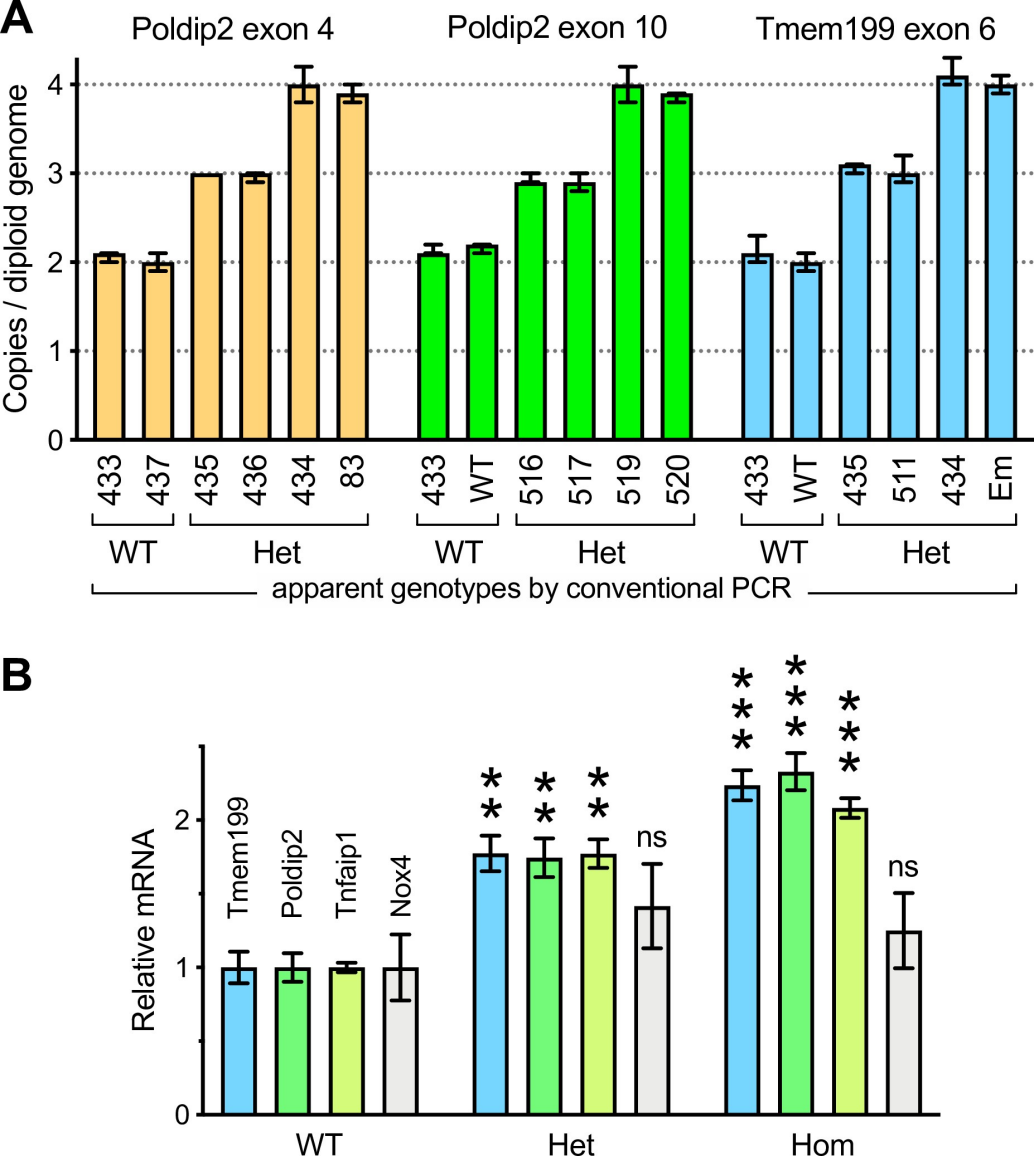
Initial floxed *Poldip2* mice carry a genomic duplication. **A:** Copy number variation assays were performed by qPCR using two primer pairs and two TaqMan probes in each well to amplify both a reference gene and one short genomic segment at the indicated location (top). Bars are averages from quadruplicate representative samples ± confidence intervals calculated by CopyCaller software. Individual mouse ID numbers are indicated below each bar. WT is a wild type control and Em is an embryo. Apparent genotypes, obtained by conventional PCR as in Fig 2, are indicated at the bottom. The presence of 3 and 4 copies per genome is consistent with a duplication carried by heterozygotes (Het) and homozygotes, respectively. **B:** Increased expression of *Poldip2* and neighboring genes in floxed mice. *Poldip2* genotypes were determined by conventional PCR as in Fig 2, in addition to copy number variation assays, as in panel A, assuming that homozygotes (Hom) have 4 copies per genome. Total RNA was purified from duodenum. Expression of *Poldip2* and adjacent genes *Tmem199* and *Tnfaip1*, as well *Nox4*, a distant gene used as a control, was assessed by RT-qPCR and normalized to the wild type for each gene. Bars represent average ± SEM (n = 3–5 mice) **P< 0.01, ***P<0.001 vs. WT.

If a long duplication really occurred and if duplicated genes are functional, one would expect that an increased expression would also be detectable. In tissue samples from mice genotyped using the above copy number variation assays, RNA expression was indeed progressively increased in Het and Hom mice, compared to WT controls (Fig 3B). This change affected not only *Poldip2*, but also both upstream and downstream adjacent genes *Tmem199* and *Tnfaip1*. In contrast, the expression of *Nox4*, a gene located on chromosome 7 was not changed. Thus, so far, the data were consistent with an unexpected long duplication event but did not tell us how far it extended on Chr11 and whether the line could be rescued.

To begin answering these questions, we mapped the duplication by comparing a WT to a Hom sample, using SYBR green qPCR assays. As shown in Fig 4A, primer pairs annealing 28 kb upstream or 52 kb downstream of exon 4 in *Poldip2* readily discriminated between the two samples, indicating that they amplified segments inside the duplication. In contrast, primers annealing within the leptin receptor gene in chromosome 4 amplified both samples at the same cycle number and served as a negative control. Using successive rounds of primer design and testing, we were able to locate the edges of the duplication within 1 kb on each side (Fig 4B). The genomic map in Fig 4C shows that the duplication was much longer than anticipated at 305 kb. It extended further upstream than downstream of *Poldip2* and included at least 15 known genes.

**Fig 4:**
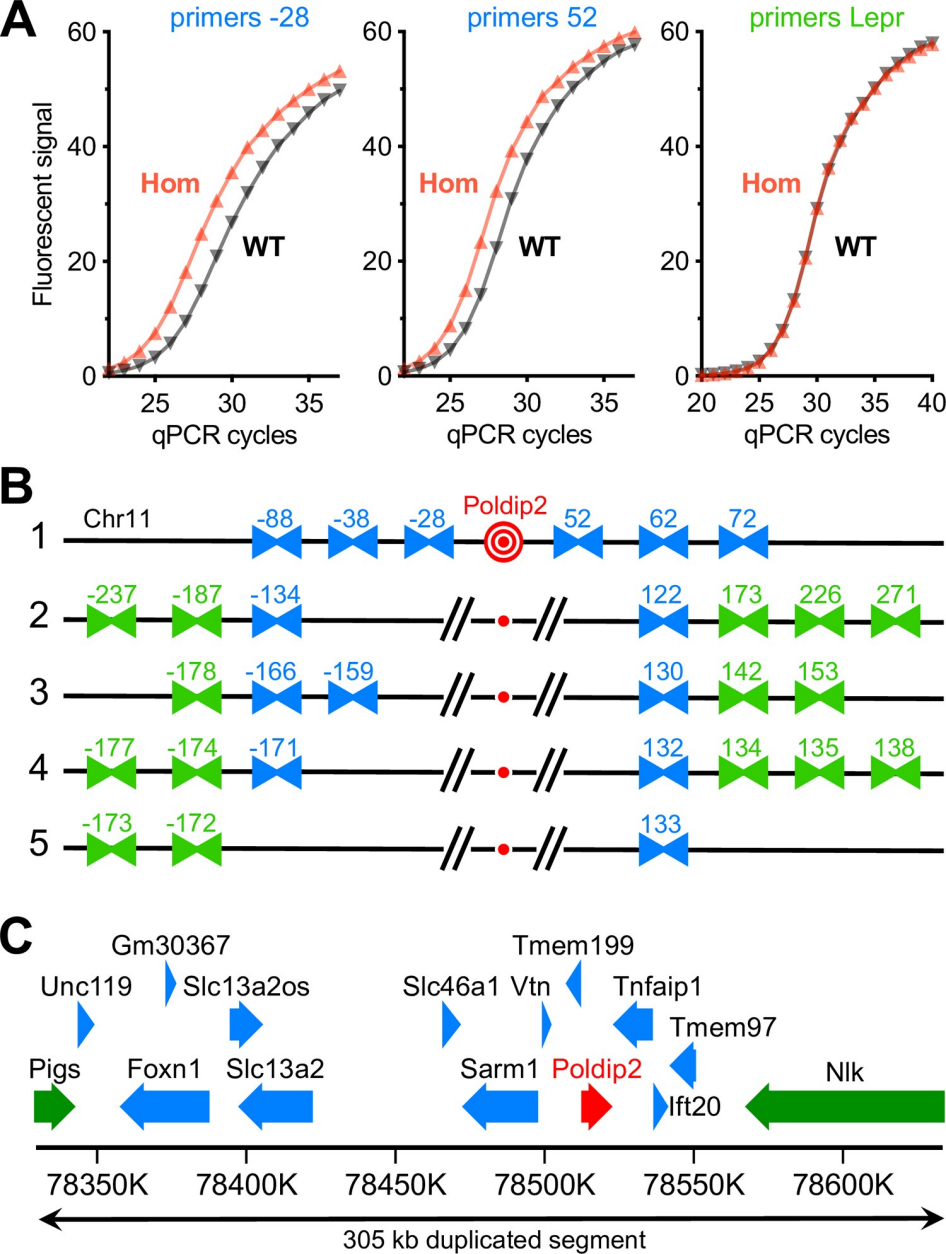
Mapping the genomic duplication in initial floxed *Poldip2* mice. Two samples of genomic DNA were selected to map the duplication: one wild-type (WT) and one homozygous (Hom) floxed *Poldip2*, identified by copy number variation assays as in Fig 3A. Multiple primer pairs, annealing to chromosome 11 (Chr11) on either side of the *Poldip2* gene, were designed. **A:** Validation of the qPCR method with SYBR green detection. The Hom sample amplified earlier than the WT with primer pairs annealing either 28 kb upstream (-28) or 52 kb downstream (52) of exon 4 in *Poldip2*, as expected for duplicated DNA. In contrast, both samples amplified at the same cycle number with a primer pair annealing within the leptin receptor (Lepr) on chromosome 4. Each amplification curve represents the average fluorescent intensity from 4–6 replicates. **B:** Mapping was carried out in five successive rounds of primer design and testing. In this schematic (not to scale), primer pairs are represented by facing arrowheads labeled according to the approximate distance in kb between their annealing site and floxed *Poldip2* (in red at the center). Blue and green colors indicate primer pairs found to anneal inside and outside the duplication, respectively. In the first two rounds of screening, primer pairs were designed to anneal progressively further away from *Poldip2* on Chr11. After finding primers annealing outside the duplication, the last three rounds progressively identified primers closer to the edges of the duplication. In the end, these results indicate that the length of the duplicated segment is between 304 kb (133+171) and 306 kb (134+172). **C:** Genomic map of duplicated DNA segment in floxed *Poldip2* mice. The largest protein coding genes and their orientations are represented as thick arrows. Gene information and nucleotide numbering on Chr11 are from NCBI’s mouse genome (GRCm38.p4). *Poldip2* is shown in red and truncated genes that overlap the edges of the duplication are shown in green.

After mapping the duplication, we investigated its structure. We hypothesized that both copies were present next to each other in the same orientation and connected by a junction sufficiently short to bridge by PCR (Fig 5A). Thus, PCR was attempted using genomic DNA samples from various genotypes with primers annealing near the ends of the duplicated segment and facing outward. The reaction was successful with genomic DNA from Het and Hom mice. Cloning and sequencing of the PCR product provided the exact coordinates of the duplication edges, in addition to revealing that the junction was a simple dinucleotide (Fig 5B). This information allowed us to design a robust PCR genotyping method with two primer pairs to detect both the floxed allele and the junction (as a duplication marker) in a single tube (Fig 5C left). Even mice backcrossed with wild type for several generations were affected and the duplication could be traced back to the earliest animals in our colony (Fig 5C right). Finally, after receiving ES cell clones from genOway, genotyping revealed that the duplication was also present in clone B12-H5, from which our mice were derived (Fig 5C right).

**Fig 5:**
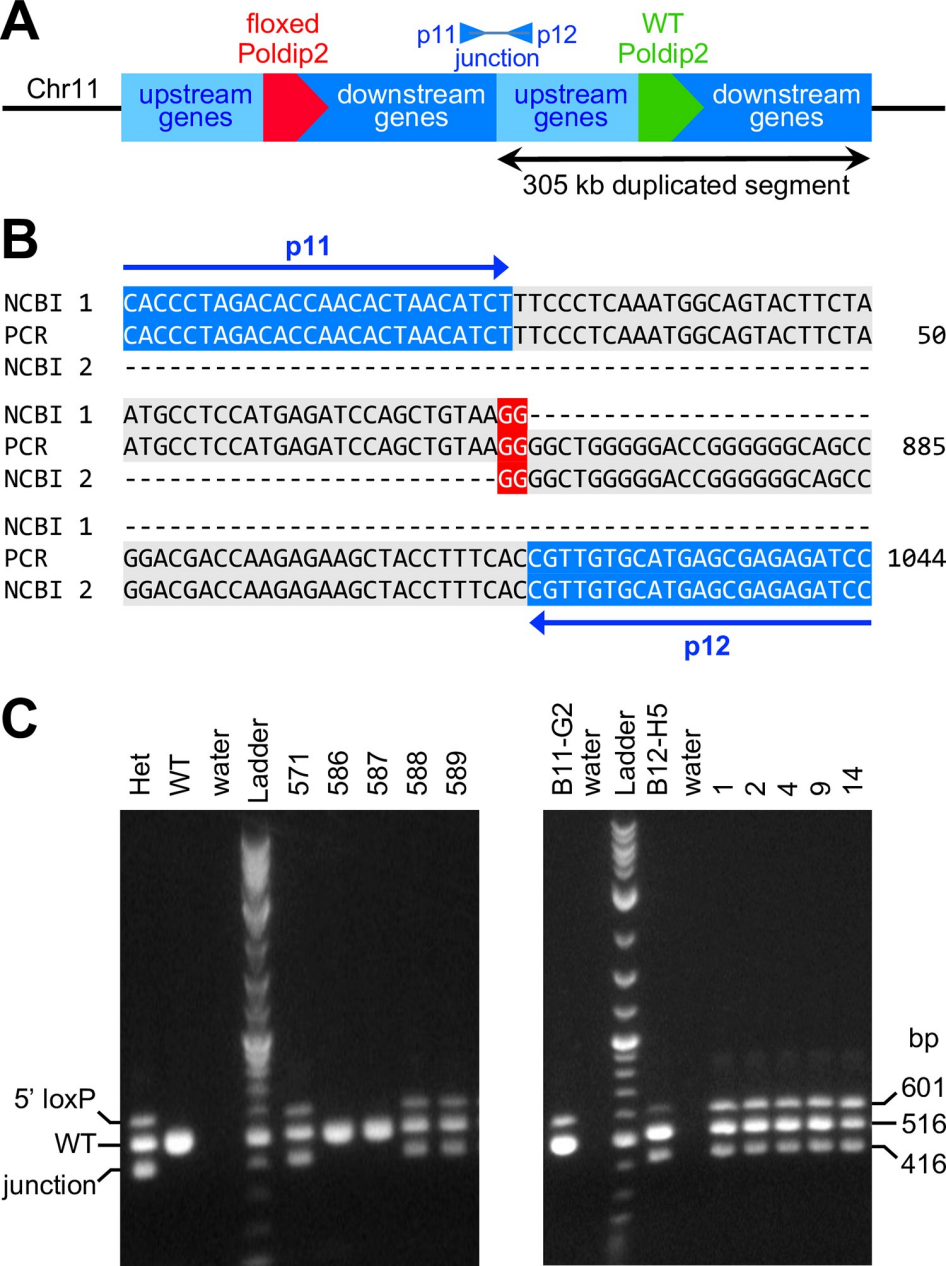
Elucidation of the rearrangement structure provides a new genotyping method. **A:** Schematic of a possible genomic rearrangement with both duplicated segments located side by side in the same orientation and connected by a junction. One copy carries floxed *Poldip2*, while the other retains the WT allele. **B:** Genomic DNA from a homozygous floxed *Poldip2* mouse was amplified by PCR with primers p11 and p12, designed to anneal near the edges of the duplicated segment. A single ~1 kb PCR product was generated, thus confirming the structure proposed in panel A. Following cloning and sequencing of the PCR product, its 1,044 bp sequence was used in a BLAST search of NCBI’s mouse genome. The alignment shows the ends and the center of the PCR product, including primers highlighted in blue and the GG doublet at the junction highlighted in red. Nucleotides 1–862 are 100% identical to a DNA segment (NCBI 1) located downstream of *Poldip2*, while nucleotides 861–1,044 are 100% identical to a DNA segment (NCBI 2) located upstream of *Poldip2*. Sequence coordinates from NCBI GRCm38.p6 (5’ end 78,328,894 and 3’ end 78,634,062) provide the exact length of the duplication: 305,169 bp, thus refining the result from Fig 4B. **C:** A new genotyping method with two primer pairs was designed to detect both the 5’ loxP site (p7 & p8 as in Fig 2) and the duplication junction (p13 & p12) in a single PCR tube. A number of floxed *Poldip2* mice were re-genotyped with this new method with the hope of finding floxed animals without duplication. A representative gel (left) shows that the floxed allele and the mutation were always detected together. Furthermore, the duplication was also found in DNA samples from the earliest Het floxed mice of the colony (right gel, mouse numbers are shown at the top) and in the ES cell clone (B12-H5) from which they derived, indicating that the duplication is stable and occurred during gene targeting. However, another ES cell clone (B11-G2) appeared to be free from the same defect.

In summary, these results show that the undesirable duplication did not appear spontaneously during breeding, but was an accident of gene targeting not readily detectable by Southern blotting, which was transmitted through multiple generations, without resolving itself by recombination with the wild type allele. Therefore, we sought to establish a new line of floxed *Poldip2* mice, starting from ES cell clone B11-G2, which appeared to be successfully targeted and unaffected by the duplication (Fig 5C right). Other ES cell clones shown in Fig 1B were no longer available from genOway and thus could not be genotyped for the duplication.

The Emory Transgenic core facility performed injections of ES cell clone B11-G2 into blastocysts and implantation in pseudo-pregnant females. High-percentage male chimeras were obtained and crossed with Flp deleter females to produce floxed *Poldip2* mice. After verifying by genotyping that the neomycin cassette had been eliminated, we crossed Het mice together. As shown in Table 3, this time Hom floxed *Poldip2* mice were readily identified and the distribution of pup genotypes was not different from 1:2:1, as expected.

**Table 3:** A new line of floxed *Poldip2* mice produced homozygotes as expected.

	Observed counts		Observed total	Expected total
genotype	male	female		1:2:1
**WT**	15	12	27	27.75
**Het**	32	28	60	55.50
**Hom**	12	12	24	27.75
**Total**	59	52	111	111

A new mouse colony, derived from ES cell clone B11-G2, was established as described in Fig 1. The founders did not carry the previous duplication, as shown by genotyping using the method described in Fig 5C. Furthermore, in contrast to Table 2, genotype counts of pups from Het x Het crosses were not different from a Mendelian 1:2:1 distribution, with the expected number of homozygotes, P = 0.64.

Having finally obtained the desired floxed line, it was time to determine experimentally if *Poldip2* is inactivated by Cre-mediated deletion of exon 4. To produce incontrovertible evidence, we first created a new line of mice by crossing floxed *Poldip2* mice with a Cre deleter transgenic. The resulting constitutively excised *Poldip2* Het mice were then backcrossed to B6 WT to remove the Cre transgene from the genome and eliminate mosaicism. To ensure robust genotyping, a new protocol using allele-specific primers was optimized, as shown in Fig 6A. Het mice were then crossed together to determine if it would be possible to produce Hom excised *Poldip2* animals. That was indeed the case, as shown in Fig 6B. Interestingly, Hom mice had no obvious physical deficiency, compared to their wild type siblings.

**Fig 6:**
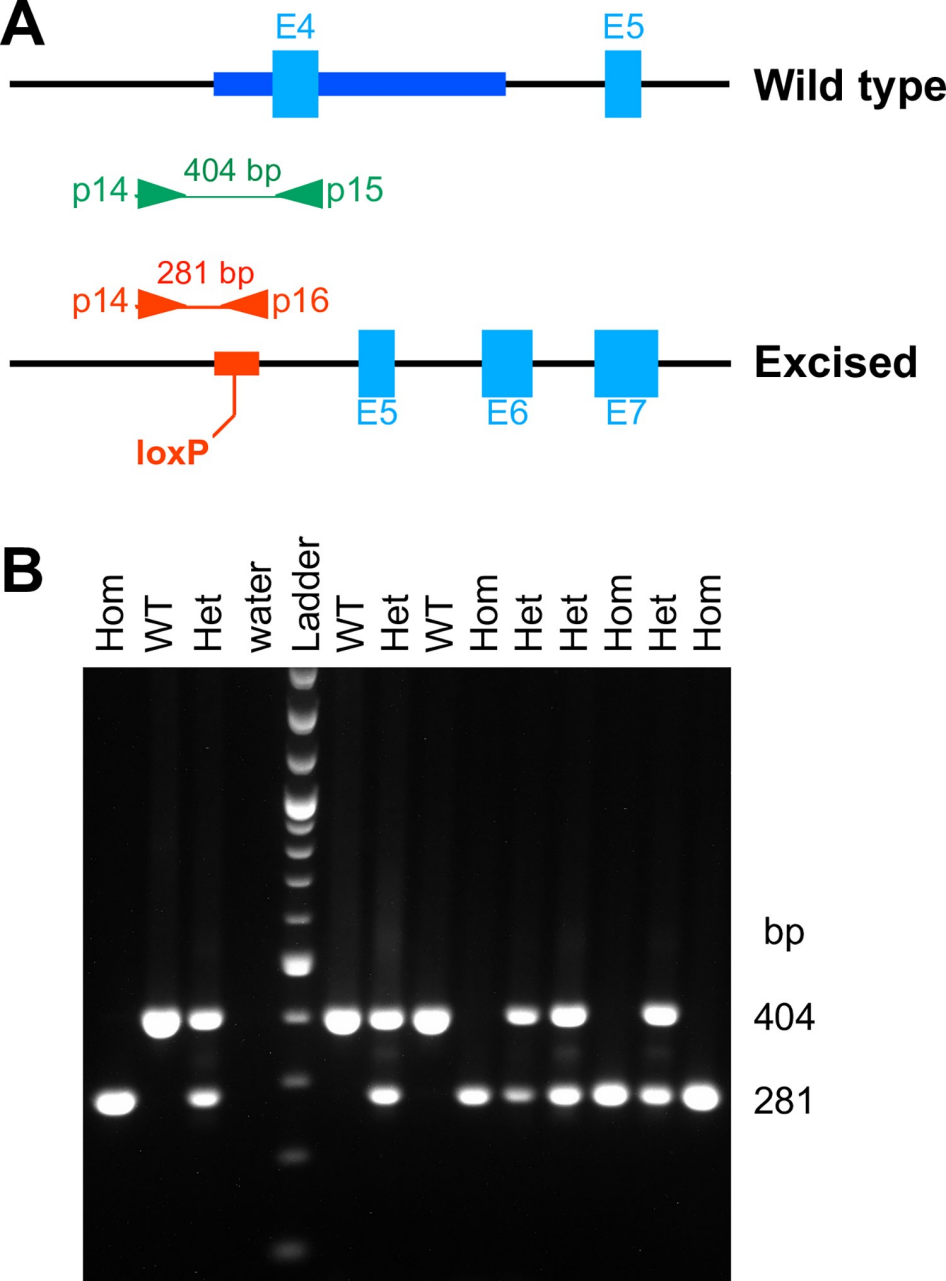
Production of excised *Poldip2* mice. New floxed *Poldip2* mice were crossed with a transgenic Cre deleter to produce animals with a constitutively excised *Poldip2* allele. These mice were then backcrossed with wild type C57BL/6J to remove the Cre transgene and eliminate mosaicism. **A:** Design of a genotyping method for the excised *Poldip2* allele. The genomic maps show the annealing sites of three primers and corresponding amplicons from wild type (top, green) and excised alleles (bottom, red). The 641 bp region around exon 4 (E4) in wild type, highlighted in dark blue, is replaced in the excised allele by a 95 bp insert (red box) that includes the remaining 34 bp loxP site. The forward primer (p14) anneals to intron 3 and the reverse primers either to exon 4 (p15) or to the loxP insert (p16), ensuring allele specificity. **B:** Representative agarose gel, following PCR with the three primers above, revealing the presence of viable homozygous pups at weaning age.

After these necessary preliminaries, we were ready to measure *Poldip2* expression in mice carrying the constitutively excised *Poldip2* allele. As shown in Fig 7A, *Poldip2* mRNA expression in tissue samples was reduced by half in Het and nearly abolished in Hom mice, compared to WT controls, as determined using qPCR. In contrast, expression of the adjacent gene *Tmem199*, was unaffected. It should be noted that excision of exon 4 in *Poldip2* will produce a frame shift and an early stop codon. The resulting message is expected to be unstable and degraded by nonsense-mediated mRNA decay. Therefore, the residual *Poldip2* message detected in Hom mice (Fig 7A) is likely not functional. To further elucidate that point, a Western blot was performed with the same tissue samples. Fig 7B shows that POLDIP2 protein expression was significantly decreased in Het, compared to WT controls, and completely eliminated in Hom mice. Therefore, these results indicate that the excised *Poldip2* allele is null and suitable to produce whole body knockout (KO) mice. These data also give us confidence that crossing floxed *Poldip2* mice with appropriate Cre transgenics will result in the desired cell- or time-specific inactivation of *Poldip2*.

**Fig 7:**
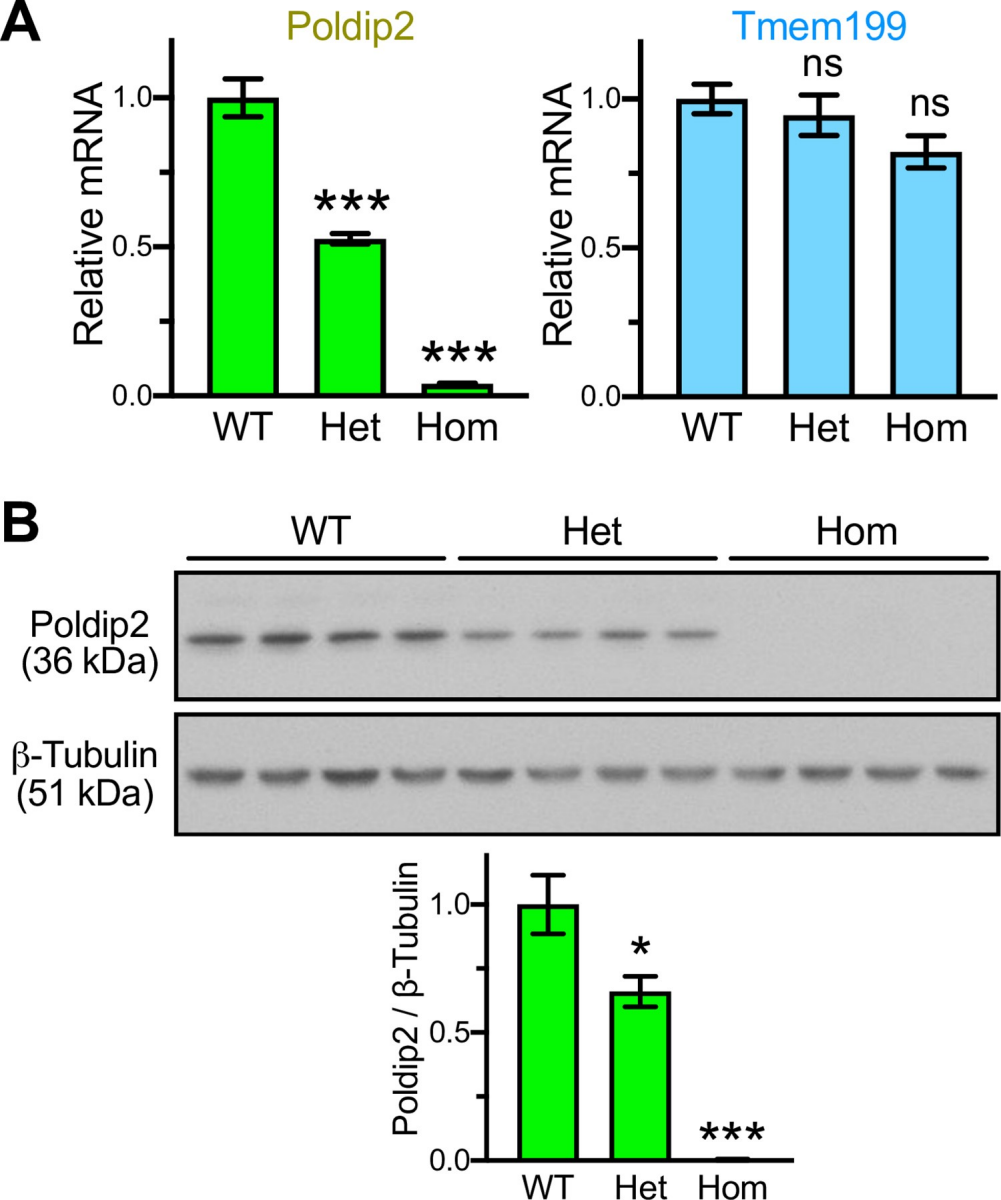
The excised *Poldip2* allele is null and does not affect Tmem199 expression. Gene expression was measured in liver samples from mice with indicated genotypes. Bar graphs represent m ± SEM (n = 4 mice in each group). **A:** *Poldip2* (left) and *Tmem199* (right) mRNA expression was measured by qPCR. *** P<0.001 and ns P>0.05, vs. WT. **B:** POLDIP2 and β-TUBULIN protein expression was assessed by Western blotting (top, each lane represents a different mouse) and quantified by densitometry (bottom). * P<0.05 and *** P< 0.001, vs. WT. The absence of POLDIP2 protein expression in Hom mice indicates that they are complete knockouts.

Having shown that it is possible to produce *Poldip2* null mice, we were interested in determining how many live to adulthood, given the lethality observed in *Poldip2* gene trap mice. Table 4 shows that a large proportion of *Poldip2*^-/-^ mice were in fact viable. Although the observed distribution of pup genotypes was significantly different from 1:2:1, Hom pups nevertheless represented 18% (55/305) of the total number produced in Het x Het crosses. Thus, the viability of the new line is improved compared to *Poldip2* gene trap mice, which only produced 3% viable Hom pups at weaning age from Het x Het crosses [25], but is still less than expected, consistent with a role of Poldip2 in development.

**Table 4:** Many *Poldip2* knockout mice are viable.

	Observed counts		Observed total	Expected total
genotype	male	female		1:2:1
**+/+**	39	41	80	76.25
**+/-**	89	81	170	152.50
**-/-**	24	31	55	76.25
**Total**	152	153	305	305

Pups produced by crossing two *Poldip2*^+/-^ (excised *Poldip2* heterozygous) mice were genotyped at weaning, as in Fig 6. Genotype counts were significantly different from the expected 1:2:1 Mendelian distribution (P<0.05), due to a deficit in -/- mice (18% vs. 25%). However, this proportion of live homozygotes was higher than in gene trap mice (3% at weaning), suggesting that perinatal mortality is less severe in the new model.

To begin assessing the genetic consequences of *Poldip2* deletion in the vasculature, we performed an RNA-seq study. 

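RNA was sequenced from the endothelial and medial layers of carotid arteries of Poldip2-/- mice and littermate controls aged 10 weeks. The sample labels list 4 medial samples of each genotype and 2 endothelial samples of each genotype, and the paper gives 4 mice per group in both layers. Libraries were made from mRNA captured on poly-T beads and were sequenced from both ends. The authors aligned the reads to the mouse genome with TopHat, expressed the abundance of each gene as FPKM (fragments per kilobase of transcript, scaled to the depth of the library) and compared pairs of groups with DESeq2. The deposited table lists 35275 genes with 1 FPKM value for each of the 4 groups, so these values carry no replicate error. Values of single samples were not used here, because their columns are named by animal number and neither the paper nor the labels tie these numbers to genotypes. The depth of each library is therefore not given. For each gene, the difference between genotypes was expressed as the log2 ratio of Poldip2-/- to control FPKM after adding 1 to both values, which understates the change of genes with low expression. Genes with a mean FPKM of at least 1 over the 2 groups compared were tested, 11484 in the endothelial layer and 13054 in the medial layer. Over these genes, the p-values in the authors' deposited table were adjusted by the method of Benjamini and Hochberg, and genes with an adjusted p under 0.05 were called higher or lower in Poldip2-/- mice by the sign of the authors' fold change. The 35 gene lists described here were fixed before the data were examined. Those of matrix, integrin, cytoskeletal, mitochondrial and protocadherin genes follow gene groups that the paper reports in Figs 10 and 11. Since the paper drew these groups from this same experiment, their counts and percentiles are no independent support for it. The median log2 ratio of a list was placed among those of 10000 random lists of as many genes with similar expression, so that a list near the middle of these random lists moved like other genes. The scale of the authors' fold changes set the median gene 0.22 log2 units higher than the FPKM ratio in the medial layer and 0.02 higher in the endothelial layer. For the medial layer over the endothelial layer in controls, the shift was -0.41 log2 units.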

Carotid arteries were isolated from *Poldip2*^-/-^ and control mice. RNA was harvested separately from the endothelial layer and the rest of the vessel (labeled medial layer in figures, for simplicity), as described previously [43] and purified from both fractions. Fig 8 shows that the separation of vascular layers was successful, since endothelial and smooth muscle marker genes were almost exclusively expressed in the expected layers, while leukocyte markers were barely detectable, indicating that blood contamination was absent.

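In Poldip2-/- arteries, the 5 endothelial markers of Fig 8 were 38.1- to 64.7-fold higher in the endothelial layer than in the medial layer. Pecam1, an adhesion molecule of endothelial junctions, was listed at 2140 FPKM in the endothelial layer and 44.7 FPKM in the medial layer. Nos3, the synthase that makes nitric oxide in endothelium, was listed at 107 and 1.77 FPKM. The 5 smooth muscle markers were 33.7- to 306-fold higher in the medial layer, where Acta2, the smooth muscle actin, reached 14524 FPKM against 313 FPKM in the endothelial layer. Myh11, the smooth muscle myosin heavy chain, was listed at 729 FPKM in the medial layer and 2.38 FPKM in the endothelial layer. In control arteries, the endothelial markers were at least 17.4-fold higher (Icam2) in the endothelial layer, and the smooth muscle markers 9.44-fold (Col1a1) to 109-fold (Cnn1) higher in the medial layer. Ptprc, which encodes the leukocyte antigen CD45, was listed in Poldip2-/- arteries at 1.31 FPKM in the endothelial layer and 1.68 FPKM in the medial layer, and in controls at 1.13 and 5.02 FPKM. Cd33, a receptor of myeloid cells, was listed at 0.332 and 2.70 FPKM in Poldip2-/- arteries and at 0.252 and 6.63 FPKM in controls. The medial layer, which is the rest of the vessel, also held transcripts of adventitial and perivascular cells. The median FPKM of 11 fibroblast markers was 454 in the medial layer and 27.4 in the endothelial layer of Poldip2-/- mice, and that of 10 fat cell markers was 22.1 and 2.90. Red blood cell genes had a mean of 162 FPKM in the medial layer and 165 FPKM in the endothelial layer of Poldip2-/- mice, and of 385 and 122 FPKM in controls. Between layers, 7937 of 12109 genes tested differed in Poldip2-/- mice (3767 higher in the medial layer) and 9868 of 13342 in controls (3616 higher in the medial layer). With no minimum FPKM, the share of these calls higher in the medial layer moved from 36.6% to 56.4% in controls and from 47.5% to 52.5% in Poldip2-/- mice.

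**Figure D2:**
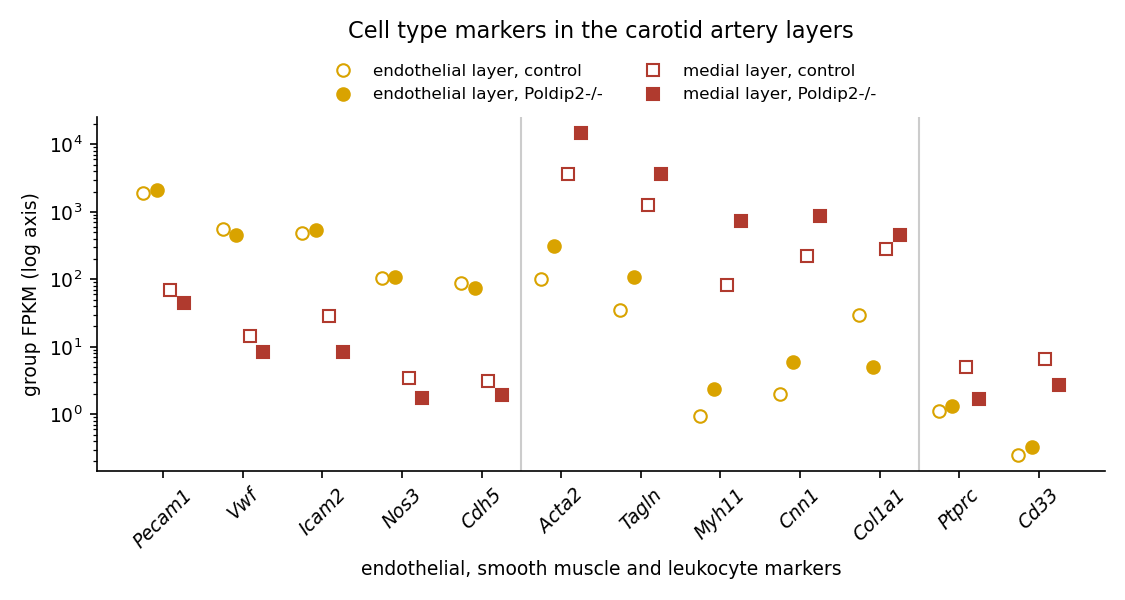
Group FPKM, on a log axis, of the endothelial, smooth muscle and leukocyte markers of Fig 8, parted by grey lines. Circles show the endothelial layer and squares the medial layer, open for control and filled for Poldip2-/- mice. Each endothelial marker lies higher in the endothelial layer and each smooth muscle marker higher in the medial layer, in both genotypes.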

**Fig 8:**
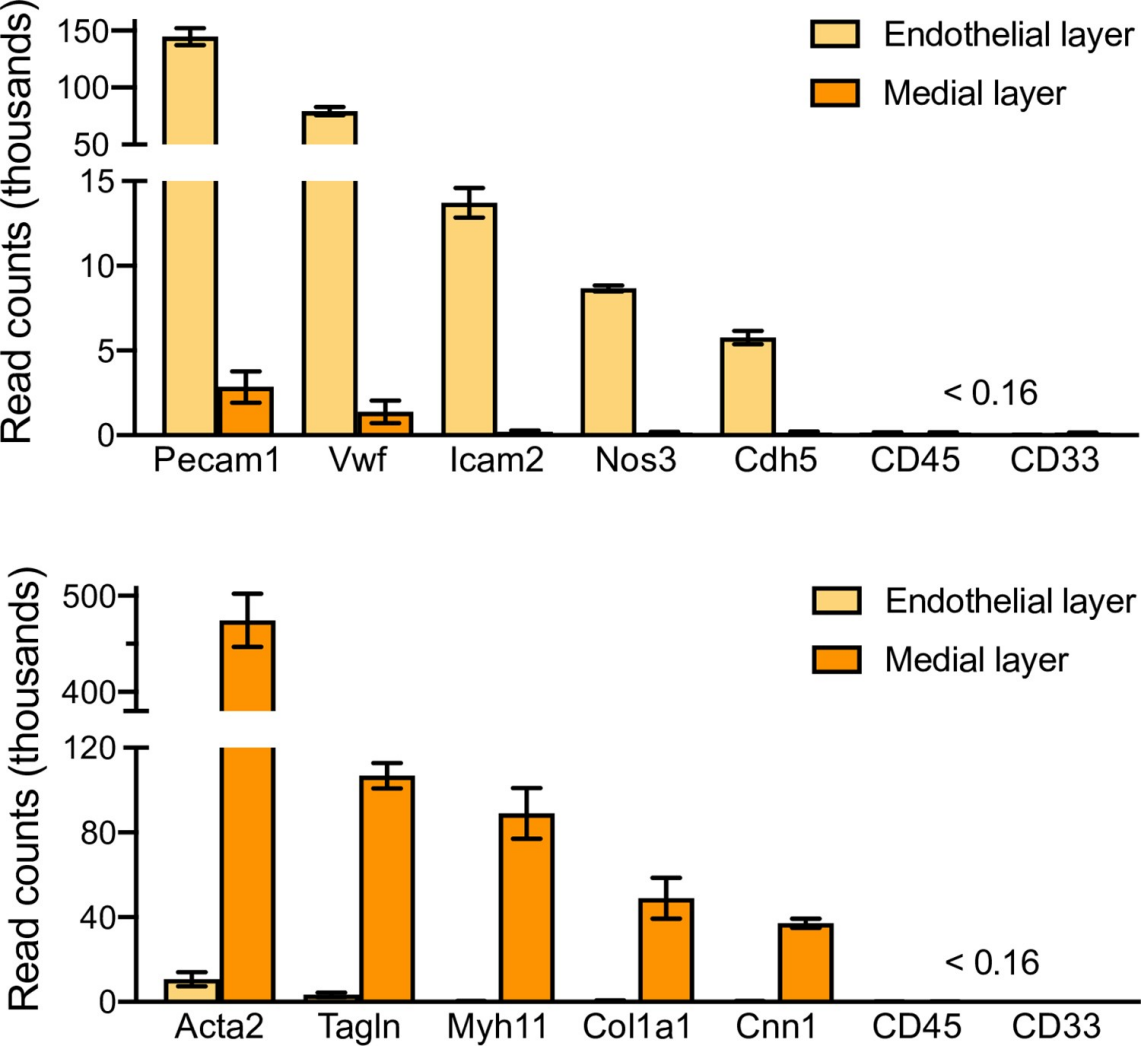
Validation of sample preparation in RNA-seq experiment. RNA was purified from mouse carotid arteries after separation of endothelial and medial layers. The bar graphs represent mRNA expression as average ± SEM of read counts from 4 *Poldip2*^-/-^ mice. Similar results were obtained from control mice. Successful separation of vascular layers is indicated by the enrichment in gene markers specific for endothelium (top) and smooth muscle (bottom). Sample contamination by blood was negligible, as shown by the minimal expression of leukocyte markers (CD45 and CD33). Endothelial markers: *Pecam1* (platelet endothelial cell adhesion molecule 1), *Vwf* (Von Willebrand factor), *Icam2* (intercellular adhesion molecule 2), *Nos3* (nitric oxide synthase 3), *Cdh5* (cadherin 5). Smooth muscle markers: *Acta2* (smooth muscle alpha actin 2), *Tagln* (transgelin), *Myh11* (smooth muscle myosin heavy chain), *Col1a1* (collagen type I alpha 1), *Cnn1* (calponin 1).

Next, we examined differential gene expression by RNA-seq in endothelial and medial layers. As expected, a marked decrease in Poldip2 mRNA was observed in knockout mice, compared to controls, in both tissue layers. This is consistent with Fig 7A and supports the notion that deletion of exon 4 produces a non-functional and unstable message. Furthermore, *Poldip2* ablation significantly affected the expression of a large number of genes compared to controls, thus suggesting that it is involved in the direct or indirect regulation of multiple pathways (Fig 9). To investigate this point further, the clusterProfiler software was used to classify differentially regulated genes in both tissue layers. 

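Poldip2 mRNA was 2.55-fold lower in the endothelial layer and 3.48-fold lower in the medial layer of Poldip2-/- mice than in controls. The gene (ENSMUSG00000001100) lies on chromosome 11 of GRCm38 from 78512193 to 78522736 and encodes polymerase delta interacting protein 2. Its group FPKM was 21.1 in control and 8.27 in Poldip2-/- endothelial layers, and 35.9 and 10.3 in the medial layers. These are log2 ratios of -1.25 (adjusted p = 2.24e-16) and -1.71 (adjusted p = 8.53e-20), with p-values in the authors' deposited table adjusted by Benjamini and Hochberg over the genes tested. The log2 fold changes in the authors' deposited table are -1.26 and -1.58. Poldip2-/- arteries thus kept 39.2% of the control FPKM in the endothelial layer and 28.7% in the medial layer. The fall in Poldip2 mRNA did not differ detectably between layers, with a difference of -0.25 log2 units, medial minus endothelial (p = 0.331 after Benjamini-Hochberg adjustment over 26 named genes, z-test on standard errors implied by the authors' p-values). Since the FPKM of the gene counts all its exons, these values do not measure exon 4 by itself.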

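In the endothelial layer of Poldip2-/- mice, 873 genes were higher and 673 lower than in controls. In the medial layer, 4010 were higher and 3577 lower. These calls were 13.5% of the genes tested in the endothelial layer and 58.1% of those in the medial layer. By the log2 ratio of group FPKM after adding 1, and among genes with a mean of at least 100 scaled counts, the largest falls in the endothelial layer included Stra6, the cell-surface transporter of retinol, which went from 35.9 to 4.25 FPKM, and C3, the central complement protein, which went from 40.0 to 6.49 FPKM. Col1a1, a chain of type I collagen, was 5.94-fold lower, the scavenger receptor gene Scara5 5.70-fold lower and Igfbp5, which encodes a binding protein of insulin-like growth factors, 5.58-fold lower. The largest falls there also included mt-Co3, mt-Co2 and mt-Co1, the cytochrome oxidase subunits encoded by mitochondrial DNA, together with Gfpt2 and Hebp1. The order differs in the authors' deposited table, whose fold changes may be shrunken, with log2 fold changes of -1.07 for Stra6, -1.56 for C3, -1.15 for Col1a1 and -1.28 for Igfbp5, against -2.34 for Hebp1, -2.30 for mt-Co3 and -2.29 for mt-Co2. Zfp36, whose protein promotes the decay of inflammatory mRNAs, went from 40.4 to 143 FPKM in the endothelial layer. The other large rises there were of the contractile genes Acta2, Myl9, Tagln and Cnn1, the cytochrome P450 gene Cyp1b1 (3.06-fold), Ugt8a, Fmo1, the potassium channel subunit gene Kcne3 and the homeobox gene Nkx2-3. Among the medial genes, Cspg4, the NG2 proteoglycan of mural cells, rose from 4.86 to 76.0 FPKM. Lpp, which encodes a focal adhesion protein, rose 13.6-fold, and the adhesion molecules Ncam1 and Mcam 12.7-fold and 9.75-fold. Lgr6, Myom1, Scube3, Npnt, Igsf9 and Susd5 made up the rest of the 10 largest rises by the same measure. Ifi27l2a, an interferon-induced gene, fell from 1700 to 153 FPKM in the medial layer, Dpt, a matrix protein of fibroblasts, from 820 to 106 FPKM, and Ren1, which encodes renin, from 23.4 to 2.39 FPKM. Tubb2b, Akr1c18, Plac8, Pcsk6, Smok2b, Aldh1a2 and Wnt2 were the other large falls there. Genes with low expression were called lower more often than higher in both layers. The authors' deposited table calls 967 genes higher and 2551 lower in the endothelial layer, and 4458 higher and 12071 lower in the medial layer. Of the lower genes in the authors' deposited table, 1850 in the endothelial layer and 8500 in the medial layer had a mean FPKM under 1. Of 1097 olfactory receptor genes, taken here as a family that arteries do not use, 93.1% were listed above 0 FPKM in medial controls and 7.20% in medial Poldip2-/- samples (70.1% and 27.1% in the endothelial layer). The mean FPKM of these genes was 0.344 in medial controls and 0.0238 in medial Poldip2-/- samples, and that of 327 vomeronasal receptor genes 0.289 and 0.00223. Few of them reach a mean FPKM of 1, and those that do enter mainly through high control values, so no direction is drawn from their calls. The median FPKM of 28 genes of liver, testis, brain, retina, pancreas and other organs went the same way. It was 0.560 in medial controls and 0.0171 in medial Poldip2-/- samples, with 96.4% and 67.9% of the genes above 0. None of the 3 that could be tested was called, also adjusted over the list alone. The log2 ratio in the medial layer went with gene length, from a median of -1.10 for genes of up to 500 bp to 0.43 for genes of over 8000 bp (Spearman rho 0.36 across genes, which are not independent replicates). In the endothelial layer rho was -0.25, though the shortest genes were low there too. Its medians were -0.14 up to 500 bp, 0.13 from 1000 to 2000 bp and -0.15 over 8000 bp. Of the calls, 56.5% were higher in the endothelial layer and 52.9% in the medial layer. These shares became 27.0% in both layers with no minimum FPKM, 36.4% in the medial layer on the scale of FPKM, and 29.7% in the endothelial layer (282 higher, 666 lower) after centring fold changes by gene length. From the number of genes affected, the paper proposes that Poldip2 is involved, directly or indirectly, in the regulation of multiple pathways (Fig 9).

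**Figure D3:**
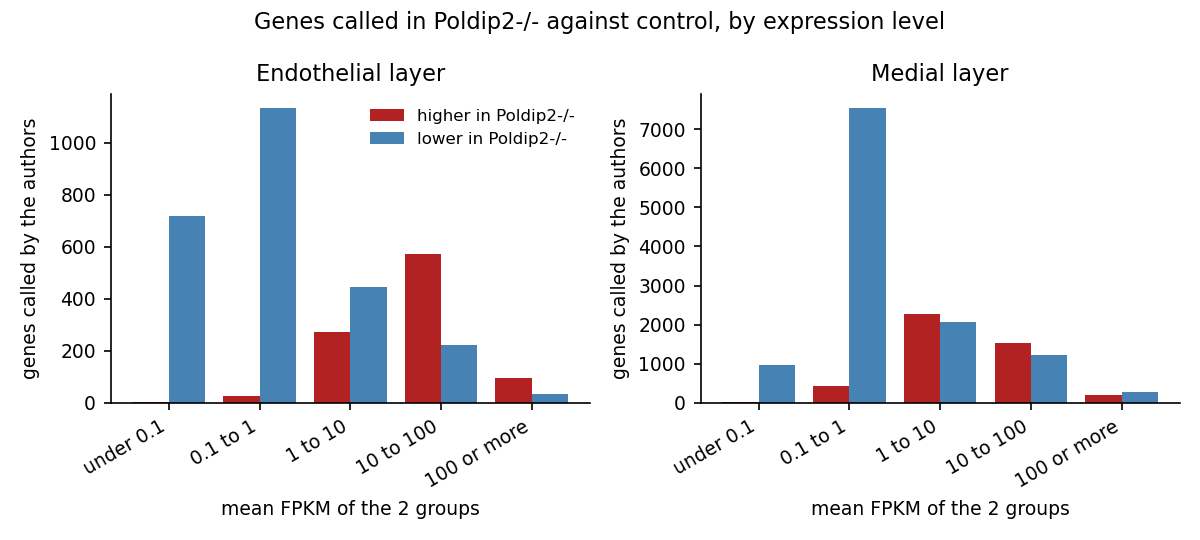
Number of genes that the authors' deposited table calls higher (red) or lower (blue) in Poldip2-/- than in control mice, by the mean FPKM of the 2 groups, for the endothelial layer (left) and the medial layer (right). At 0.1 to 1 FPKM, 1132 endothelial and 7543 medial genes are lower, and 27 and 436 are higher.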

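Contractile genes of smooth muscle were higher in Poldip2-/- mice in both layers. In the medial layer all 24 genes of this list rose, with a median log2 ratio of 2.09, above every random list of similar expression. Myh11 rose from 83.8 to 729 FPKM, Itga8, the integrin chain of contractile smooth muscle, from 55.4 to 463, Mylk, the kinase that activates myosin, from 20.1 to 148, and Actn1, an actin crosslinker, from 24.8 to 169. Of 19 contractile genes tested in the endothelial layer, 10 were higher and none lower (14 higher adjusted over the list alone), with a median of 0.55. There Acta2 rose 3.11-fold, Myl9, the regulatory light chain of myosin, 3.19-fold, Tagln 3.08-fold and Cnn1 2.93-fold. These 4 genes were 33.7- to 145-fold higher in the medial than in the endothelial layer of Poldip2-/- mice, and 35.7- to 109-fold in controls. Whether their endothelial rise came from carried-over medial RNA, which rose as well, was not tested. Of the smooth muscle markers of Fig 8, all 5 were higher in the medial layer, and in the endothelial layer 4 were higher and Col1a1 lower (the same counts adjusted over the list alone). Markers of leukocytes fell in the medial layer. Ptprc and Cd33 were 2.99-fold and 2.45-fold lower (both also adjusted over the list alone), and all 12 other leukocyte markers tested were lower, also adjusted over the list alone, with a median log2 ratio of -1.70. Lyz2, the lysozyme of macrophages, went from 2500 to 461 FPKM, and Tyrobp, a signalling adaptor of myeloid cells, from 278 to 56.6 FPKM. None of 11 other leukocyte markers was called in the endothelial layer, also adjusted over the list alone, with a median of 0.05. Fibroblast markers were lower in both layers, 9 of 11 in the medial layer (Col1a2 higher, named after its values were seen; the same adjusted over the list alone) and 9 of 11 in the endothelial layer (11 adjusted over the list alone), with medians of -1.32 and -1.34. Clec3b, a secreted lectin of adventitial cells, fell 4.34-fold in the medial layer and 4.70-fold in the endothelial layer. Fat cell markers were lower in the medial layer, 8 of 9 tested (the same adjusted over the list alone), with Adipoq, the hormone adiponectin, going from 131 to 24.9 FPKM. None of 7 fat cell markers was called in the endothelial layer, also adjusted over the list alone. All 3 Schwann cell genes tested and all 3 platelet genes tested were lower in the medial layer, also adjusted over the list alone, with the platelet chemokine Pf4 at 674 FPKM in controls and 181 FPKM in Poldip2-/- mice. None of these was called over all genes in the endothelial layer, and adjusted over the list alone 1 Schwann cell gene was higher and 1 platelet gene lower. No red blood cell gene was called in either layer, also adjusted over the list alone. Of the endothelial markers of Fig 8, none was called in the medial layer, with a median of -0.68, and in the endothelial layer Pecam1 was 1.13-fold higher (1 higher and 2 lower adjusted over the list alone). Among other endothelial markers tested in the medial layer, the receptor tyrosine kinase gene Tek and the sialomucin gene Emcn were lower, the VEGF receptor gene Flt1 and the transcription factor gene Erg were higher, and 9 were not called, while in the endothelial layer Erg alone of 15 was lower (the same counts adjusted over the list alone). The skeletal muscle gene Actn3 and the thyrotropin receptor gene Tshr were lower in the medial layer at 2.27 and 1.76 FPKM in controls, out of 2 skeletal muscle genes and 1 thyroid gene that could be tested (the same adjusted over the list alone).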

The resulting lists of Gene Ontology (GO) terms were curated manually to remove pathways unrelated to the vasculature and further condensed into broader categories using REVIGO software [50]. The final treemaps presented in Fig 10 are consistent with the known functions of *Poldip2* affecting cell division and migration, the cytoskeleton, the extracellular matrix, and energy metabolism [16,52].

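Genes of the actin cytoskeleton and focal adhesions rose in the medial layer of Poldip2-/- mice, with 23 of 31 higher and 3 lower (the same adjusted over the list alone) and a median log2 ratio of 0.89. Tns1, which encodes the focal adhesion protein tensin 1, went from 37.6 to 277 FPKM, and Flna, the actin crosslinker filamin A, from 196 to 1139 FPKM. The lower genes, named after their values were seen, were Ezr, which anchors actin to the membrane, Pxn and Tln2. Among the same genes in the endothelial layer, 8 were higher and 3 lower (10 and 5 adjusted over the list alone), with the cytoplasmic actin gene Actb up 1.97-fold, Csrp1 up 1.38-fold and Flnc, the muscle filamin, down 3.26-fold. All 13 protein-coding genes of mitochondrial DNA had lower FPKM in the endothelial layer of Poldip2-/- mice, and 12 were called lower (13 adjusted over the list alone). mt-Co3, a subunit of cytochrome oxidase, fell 5.85-fold, mt-Co2 5.87-fold, mt-Co1 4.35-fold and mt-Nd1, a subunit of complex I, 4.33-fold. Nuclear genes of the same respiratory chain moved the other way there, with 21 of 52 higher and none lower (29 higher adjusted over the list alone), at a median log2 ratio of 0.18. Ndufa9 and Ndufa5 of complex I, Uqcrb of complex III and Sdhc of complex II rose 1.25- to 1.30-fold. Of 17 Krebs cycle enzymes, 5 were higher in the endothelial layer (11 adjusted over the list alone), such as Sucla2, a subunit of succinyl-CoA ligase. In the medial layer the mitochondrially encoded genes went both ways, with mt-Nd6, mt-Nd5 and mt-Nd4 higher and mt-Nd3, mt-Co3, mt-Atp6 and mt-Co2 lower (the same counts adjusted over the list alone), at a median of -0.09 that is 0.12 on the scale of the authors' deposited table. There 5 of the 52 nuclear genes of the chain were higher and 12 lower (4 and 10 adjusted over the list alone), among them Uqcrq of complex III, which fell 1.91-fold, and 5 Krebs cycle enzymes were higher and 2 lower (the same adjusted over the list alone). Among 20 cell division genes tested in the medial layer, 9 were lower and 3 higher (10 and 3 adjusted over the list alone). Of all genes tested in that layer, 58.1% were called. The median of the list, -0.48, lay at the 5.27 percentile of random lists of similar expression, inside their central 95%. Ccnd1, the cyclin that starts the cell cycle, fell from 4.96 to 1.52 FPKM, E2f1, a transcription factor of S phase entry, from 11.4 to 4.34, and Cdk1, the kinase that starts mitosis, from 1.82 to 0.324. Ccnd2, Mcm6 and the inhibitor gene Cdkn1b, named after their values were seen, were the higher ones. Mcm6, a subunit of the replicative helicase, and Cdk4 were higher and Ccnd2 lower in the endothelial layer, at 1.20- to 1.27-fold, out of 20 genes (the same adjusted over the list alone). Of 49 genes of the extracellular matrix, 29 were higher and 8 lower in the medial layer (the same adjusted over the list alone), though the list lay inside the central 95% of random lists matched on gene length as well, and in the endothelial layer 19 of 44 were lower and none higher (21 lower and 1 higher adjusted over the list alone), a contrast between layers that was tested gene by gene and not for the list as a whole. Clustered protocadherins, a family of homophilic adhesion proteins, had 4 of 6 genes higher in the medial layer and none of 5 called in the endothelial layer (the same counts adjusted over the list alone), led by Pcdhga12, which rose from 36.5 to 62.6 FPKM. These changes in the medial layer stood beside contractile genes that rose by a median log2 ratio of 2.09 and leukocyte markers that fell by 1.70, and those in the endothelial layer beside fibroblast markers that fell by 1.34.

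**Figure D4:**
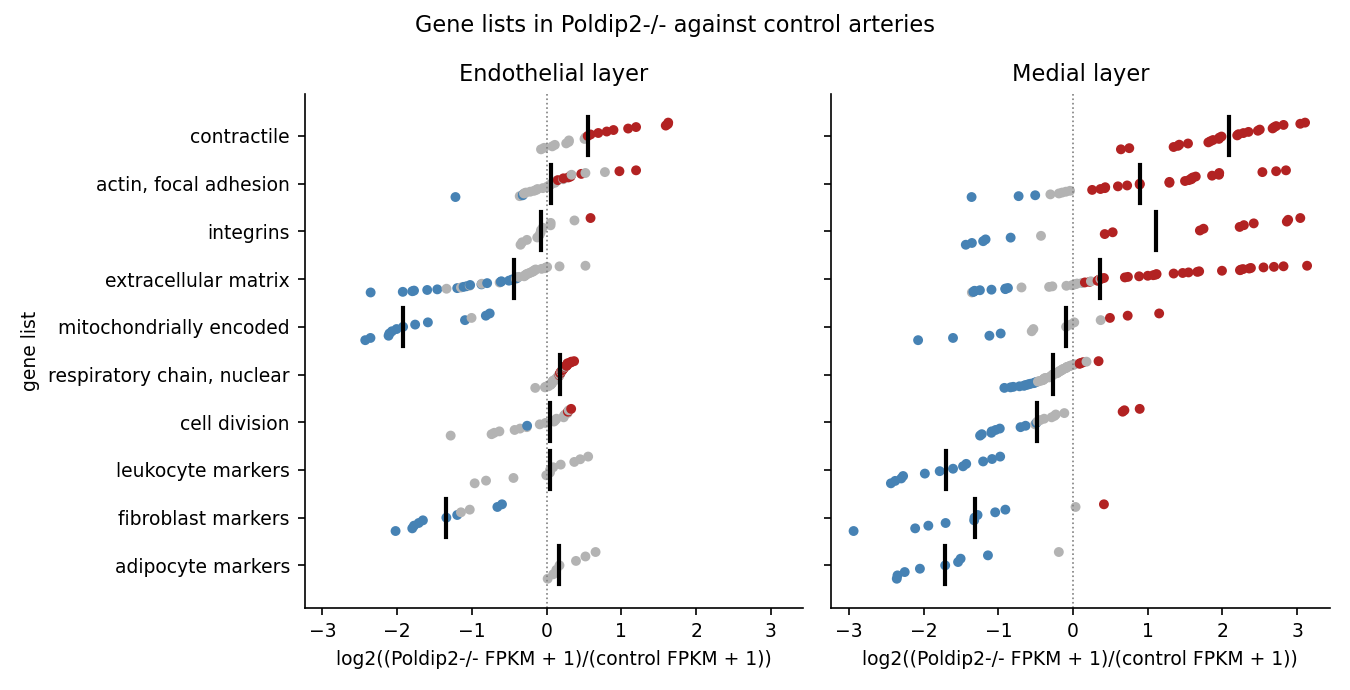
Each point is 1 gene of a list, at its log2 ratio of Poldip2-/- to control FPKM, in the endothelial layer (left) and the medial layer (right). Red and blue points are genes called higher and lower, grey points were not called, and black bars mark the list medians. Of the lists drawn, contractile genes lie highest, at medians of 0.55 and 2.09, and mitochondrially encoded genes lie lowest in the endothelial layer, at -1.92.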

**Fig 9:**
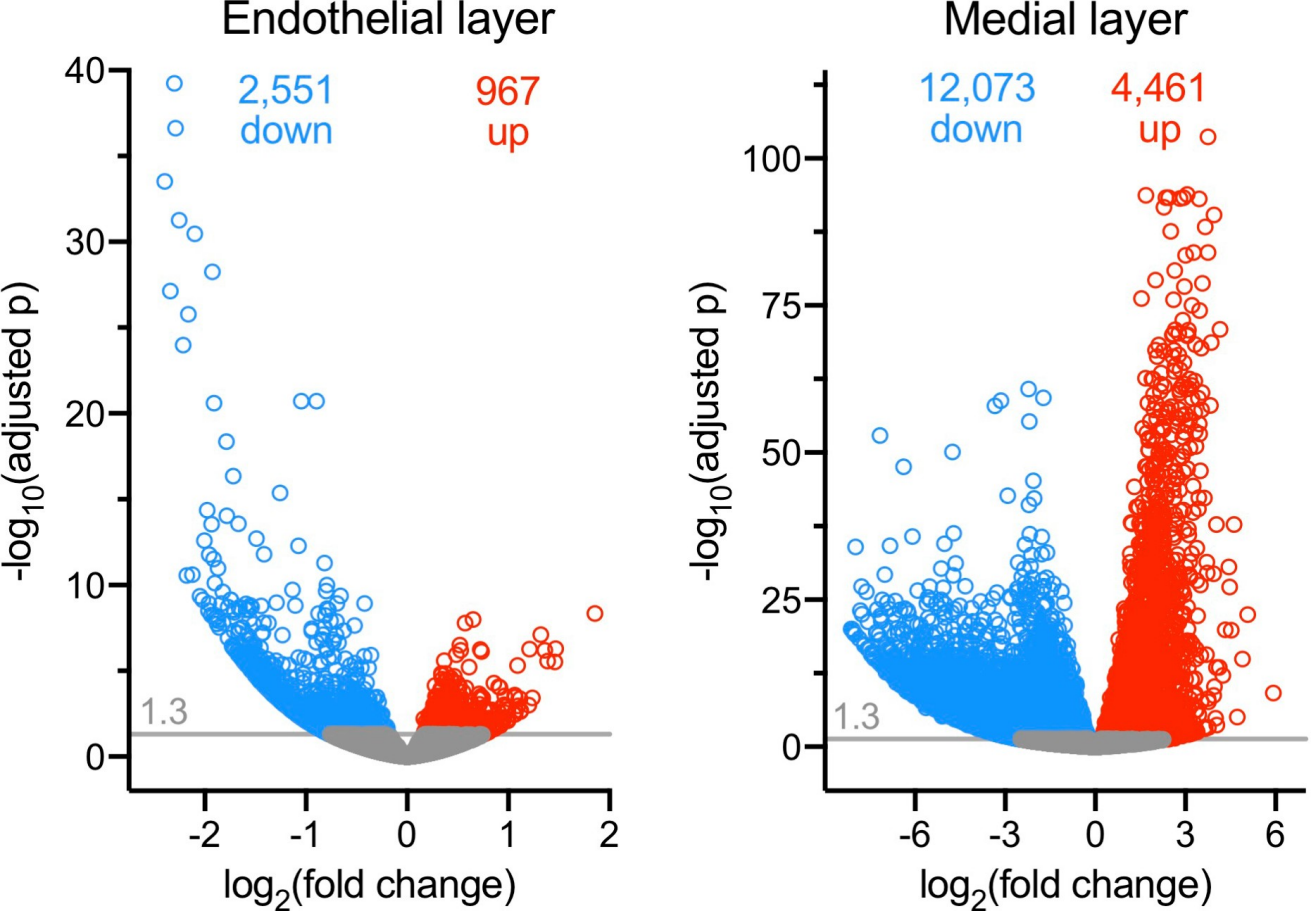
Differential gene expression analysis. RNA-seq data were analyzed with the DESeq2 R package to compare gene expression of *Poldip2*^-/-^ and controls (n = 4 mice in each group) in the endothelial (left) and medial (right) layers. The threshold for significance of adjusted probability was set at 0.05 (1.3 on the -log10 scale). Genes with significantly reduced or increased expression are indicated by blue and red circles, respectively and their total numbers are indicated near the top of each graph. Genes below the significance threshold appear in gray.

**Fig 10:**
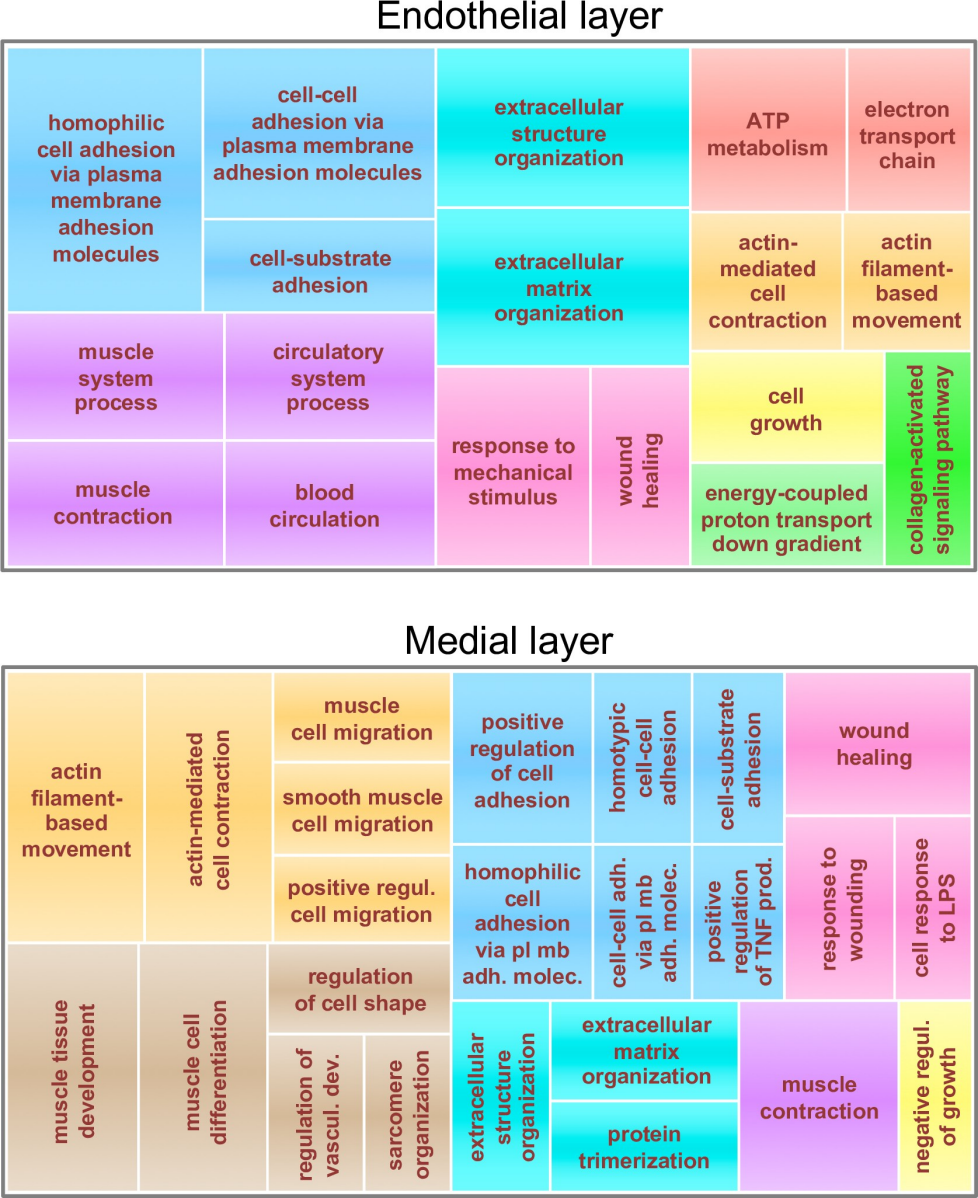
Gene ontology analysis. Genes with significant differential expression in *Poldip2*^-/-^ vs. control from endothelial (top) and medial (bottom) layers, were classified using the clusterProfiler software. The resulting lists of GO terms were further summarized using the REVIGO software. The final treemaps represent broad categories of GO terms as boxes with areas proportional to the adjusted probabilities of differentially expressed genes. Related categories are represented in clusters of various colors.

To confirm that results of the RNA-seq experiment are applicable to other vascular beds, we performed an RT-qPCR experiment, using RNA purified from the endothelial and medial layers of thoracic aorta. Interestingly, as shown in Fig 11, at least three mitochondrial genes were downregulated in the endothelial fraction. In contrast, genes coding for extracellular matrix, integrins and cytoskeletal proteins were upregulated in the medial fraction. These data are consistent with and extend previous observations made in cell culture and gene trap mice [10,12,16,24,31,36,40,52]. These results will guide future analysis of the mechanisms of action of POLDIP2 at the molecular level.

**Fig 11:**
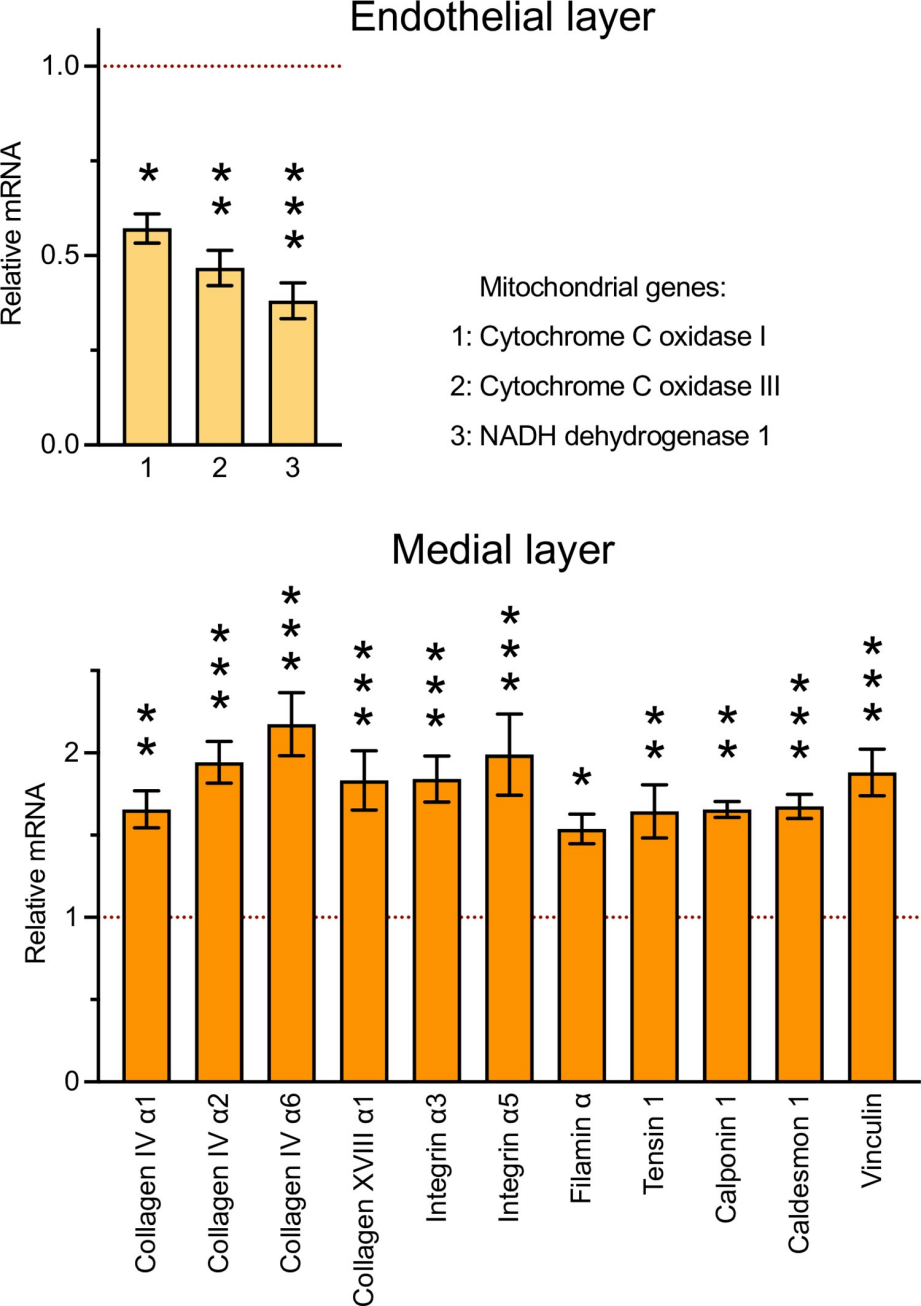
Confirmation of mRNA expression changes in *Poldip2* knockout mice. RNA purified from the endothelial and medial layers of thoracic aorta was analyzed by RT-qPCR. Bar graphs represent mRNA expression in *Poldip2*^*-/-*^ mice, relative to *Poldip2*^*+/+*^ littermate controls. Mitochondrially-encoded genes were downregulated in the endothelial fraction (top). In the medial fraction (bottom), genes coding for extracellular matrix, integrins and cytoskeletal proteins were upregulated. Bars represent m ± SEM (n = 4–5 mice in each group). *P<0.05, **P<0.01, ***P<0.001, vs. WT.

## Discussion

The present study describes the creation of three new lines of mice: first, a line with an unexpected duplication of 15 genes, including different alleles of *Poldip2* (floxed and wild type) in correct genomic contexts, and second, two lines of conditional and constitutive *Poldip2* KO, without duplication. We show that in vivo excision of floxed exon 4 by Cre abolishes *Poldip2* expression, as desired. Furthermore, homozygous constitutive *Poldip2* KO mice could be produced in larger proportions than expected. We have begun characterizing the phenotype of these animals.

Our observation that Het x Het crosses of floxed mice failed to produce Hom pups (Table 2) was baffling because gene expression should not be affected by floxing an internal exon [53]. The problem did not seem to result from incorrect genotyping since two independent methods produced the same results (Fig 2). We began troubleshooting the issue after being assured by the company that there was nothing wrong with the original mice. Thus, we started from the assumptions that a defect must have arisen in an early cross in our laboratory, perhaps due to a genetic instability, and that it should be possible to identify unaffected mice in the colony or rescue others by backcrossing them to wild type.

To address these possibilities, we performed a series of experiments and accumulated evidence pointing to a duplication event that occurred during the earliest stage of the project, in which the floxed allele appeared to be properly recombined, while the endogenous WT allele was retained, making Hom mice appear to be Het by genotyping. In brief: (1) Breeding results from Het x Het crosses (Table 2), suggested that Hom and Het mice were counted together. (2) Male 83 was functionally Hom because it produced 100% Het pups after crossing with WT females. However, three different methods indicated that it was Het: genotyping, Southern blotting and sequencing of long PCR products. (3) In contrast, copy number variations assays (Fig 3A) showed that a number of mice previously thought to be Het, including male 83, were actually Hom, since they carried 4 copies per genome of *Poldip2* and even more surprisingly, also of adjacent gene *Tmem199*. (4) Similarly, mRNA expression (Fig 3B) of *Poldip2* and adjacent genes was progressively increased from WT to Het and Hom. (5) A duplicated 305 kb segment, including at least 15 genes around *Poldip2*, could be mapped by qPCR (Fig 4) with primers annealing at numerous genomic locations. (6) The junction between duplicated segments was amplified and sequenced (Fig 5B), showing that both copies were adjacent and in the same orientation. That information allowed us to design a genotyping method to easily detect the duplication. (7) The duplication was found in the original ES cell clone and in all tested floxed mice (Fig 5C), including those backcrossed to WT for several generations.

The existence of a long duplication explains why it was not detected by long PCRs across homology arms or routine Southern blotting. The purpose of both methods is to verify that the targeted allele is present in the correct genomic context. However, external primers and probes anneal to regions located immediately outside the homology arms (Fig 1A). In our case they produced expected amplicons and Southern band sizes because, although the floxed and the retained wild type allele are present on the same chromosome, they are both surrounded by correct genomic sequence (Fig 5A). Similarly, a classical PCR genotyping method with short amplicons (Fig 2) will detect both alleles, regardless of their chromosomal location.

The observed duplication is much longer than initially suspected. Importantly, it extends well beyond the homology arms of the targeting construct. Both arms cover a 7.3 kb region extending from intron 1 to intron 9 in WT *Poldip2* (Fig 1A), which only represents 2.4% of the length of the duplicated segment (305 kb, Fig 4C). Identifying the cause of such duplications could help prevent similar accidents in future projects. One possibility is that the duplication was already present in ES cells before transfection with the targeting construct. Indeed, cultured ES cell lines can carry karyotype anomalies [54] or smaller duplications caused by replication errors. In that case the targeting construct would have replaced one of the two preexisting WT alleles of *Poldip2*, via a double homologous recombination mechanism. However, this scenario seems unlikely for two reasons. First, the probability of a duplication being present precisely around the gene we were going to target seems low. Second, it would be difficult to explain how that duplication would have affected only part of the initial culture and a subset of the resulting ES cell clones.

A more likely explanation for our observation may be a long extension of the targeting vector, following single-strand invasion of WT sequence. A proposed mechanism, explained in great detail by Mangerich and coworkers [55], as well as the references they cite [56–59], would produce a long double-stranded floxed segment, surrounded by the correct WT genomic context. This long segment would then be inserted randomly elsewhere in the genome. However, because the duplicated and the original segments are present side by side in our case, as well as those of Bismuth et al. [60] and apparently also Mangerich [55], we tend to favor the following hybrid scenario. (1) A single homologous recombination, for example upstream of *Poldip2*, leading to a double-strand break in the targeted allele. (2) Degradation of any vector sequence present at the non-recombined end of the targeting construct. (3) Extension in opposite directions of both construct and targeted allele, along the WT template, thus leading to a long duplication. (4) Non homologous end joining of the newly synthesized segments. It should be noted that the order of the alleles in the duplication represented in Fig 5A is speculative. Our data do not say which of the two alleles is upstream of the other. The floxed allele would end up upstream if the homologous recombination occurred in the 5’ homology arm and vice versa with a 3’ recombination. Elucidation of the exact mechanism of duplication and of the order of alleles in our case would require additional investigations.

Knowing that gene targeting can induce duplications provides an incentive for verifying their absence in targeted ES cell clones before producing live mice. Duplications could be relatively frequent but not often reported, due to the publication bias against negative results. The frequency of duplication events may also be dependent on the locus under investigation. In addition to published examples cited above, in our case we suspect that most of the positive ES cell clones shown in the Southern blot of Fig 1B were similarly affected by duplications. Indeed, in most samples the upper WT band was much more intense than the targeted one. We could not experimentally verify this point because genOway only saved the two clones mentioned in Fig 5C after completion of the project. However, clone B11-G2, with the most balanced band intensity in Fig 1B, was fortunately preserved and turned out to be free from duplication. Another anecdotal piece of evidence regarding the frequent occurrence of long duplications comes from another recent project, carried out for our laboratory by another company, in which a line of knockin mice also failed to produce Hom pups and had to be derived from another ES cell clone. It should be noted that megabase duplications are also observed after repair of double strand breaks induced by CRISPR/Cas9 [61,62].

We hope our experience will incite others to routinely implement the following recommendations to avoid similar pitfalls. (1) Perform copy number assays of the modified gene in targeted ES cells, or first generation of animals produced using CRISPR/Cas9. The difficulty of reliably discriminating between 2 and 3 copies per genome in Het cells or animals can be alleviated by using several predesigned commercial copy number variation assays near the same locus. Alternatively, digital PCR or comparative genomic hybridization can also detect duplications. (2) Isolate DNA from ES cells alone (without feeder cells) and pay attention to band intensities in Southern blots. Samples in which the WT allele appears to be more abundant than the mutant are suspicious. (3) Simultaneously produce and maintain several independent lines of animals until their genetic modifications have been fully verified. (4) Try to produce homozygotes as soon as possible in a new project. In case of lethality, embryos can be genotyped. (5) Verify expression of the targeted gene at the mRNA and protein levels as soon as animals are produced.

Mice with a large duplication around *Poldip2* could potentially serve as a useful model for two purposes. First, they could be used to study the effect of increased *Poldip2* expression, compared to control mice in which the extraneous floxed allele would be inactivated with Cre. Second, these mice could also serve as a model of human pathologies associated with amplification of the homologous genomic region on chromosome 17. Multiple records in the ClinVar database are currently associated with pathologies and one publication reports that amplification of *Poldip2* and four adjacent genes correlates with poor prognosis in breast cancer progression [28].

Genotyping for the duplication as in Fig 5C allowed us to show that it was transmitted from the original ES cells to the whole colony and that mice backcrossed to B6 for several generations did not revert to a duplication-free genotype. Because we never found a single floxed mouse in the first colony that did not also carry the duplication and because the B11-G2 ES cell clone appeared to be unaffected, we attempted to use it to produce a new colony, as described in the second part of the present study.

Four lines of evidence indicate that the new floxed *Poldip2* mice, derived from ES cell clone B11-G2, were correctly targeted. (1) The new ES cell clone did not appear to carry the duplication, according to a copy number variation assay and to the new genotyping method (Fig 5C). (2) Similarly, genotyping showed that new floxed *Poldip2* mice did not carry the same duplication as the first line. (3) The distribution of genotypes in pups from Het x Het crosses was not different from 1:2:1 (Table 3). Thus, Hom floxed mice were readily identified for the first time. (4) A constitutive KO line, with expected effects on *Poldip2* expression, could be derived from the floxed line (Fig 7).

A large proportion of the new constitutive *Poldip2*^-/-^ mice lived until weaning age (Table 4) and beyond. This was unexpected because most Hom *Poldip2* gene trap mice died around birth [12,25] and *Poldip2* expression is abolished in Hom of both strains (Fig 7 and [25]). This difference in viability between the two strains may be due to decreased *Tmem199* expression in *Poldip2* gene trap mice, resulting from a disruption of the *Tmem199* promoter. Indeed, because the two genes are in opposite orientation (Fig 4C) and their first exons are only separated by 13 bp, the gene trap insert in intron 1 of *Poldip2* [12] is also located within the promoter of *Tmem199* (only 901 bp from the start of its first exon). Further investigations of *Tmem199* would be required to assess its effects on viability. Fortunately, *Tmem199* expression is not affected in our new *Poldip2*^-/-^ mice (Fig 7A), presumably because the excised exon 4 in *Poldip2* is located 4.6 kb downstream of exon 1, rather than in the *Tmem199* core promoter. Nonetheless, the reduced viability in both strains of *Poldip2*^*-/-*^ mice supports our initial conclusion that Poldip2 is involved in development [12,25].

Besides revealing that ablation of *Poldip2* alone is not lethal to the degree observed in the gene trap model, the new knockout line allows experiments to be carried out in Hom animals. Thus, our RNA-seq and RT-qPCR results confirm that POLDIP2 is multifunctional, directly or indirectly, since its deletion affects multiple pathways (Figs 10 and 11). Furthermore, the pathways identified here are consistent with previous studies from our group performed in cultured cells using siRNA [10,31,32,52], which revealed the importance of POLDIP2 in cytoskeletal dynamics and mitochondrial function. 

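Among 14 genes that the paper's introduction ties to POLDIP2 and that reached the minimum FPKM, Tgfb1 alone was called in both layers, in opposite directions. Ect2 fell under that minimum. It went from 1.53 to 0.225 FPKM in the medial layer, with a log2 fold change of -2.49 in the authors' deposited table, which calls it lower there. In the medial layer Nox4, the NADPH oxidase of smooth muscle that POLDIP2 regulates, rose from 36.7 to 107 FPKM, while its partner subunit gene Cyba fell from 268 to 139 FPKM. The changes of these genes in the medial layer stood beside contractile genes that rose by a median log2 ratio of 2.09 and leukocyte markers that fell by 1.70. They were not told apart from that shift in cell type markers. Of all genes tested in the medial layer, 58.1% were called. Pcna, the sliding clamp of DNA polymerase delta, was 1.57-fold lower there, and the growth factor gene Tgfb1 1.53-fold higher, and with Rela and Pold4, named after their values were seen, 4 were higher and 2 lower in all (the same adjusted over the list alone). Endothelial Tgfb1 was 1.29-fold lower and the GTPase gene Rhoa 1.22-fold higher (2 higher and 2 lower adjusted over the list alone). Immediate early and heat shock genes, listed as a check on the handling of tissue, had medians above the central 95% of random lists in both layers. The median was 0.54 in the medial layer, where 7 of 13 rose and 1 fell (8 and 1 adjusted over the list alone). In the endothelial layer it was 0.42, where 2 rose, 1 fell and 10 were not called (3 and 1 adjusted over the list alone). Whether handling or genotype moved these genes was not tested. Fos, a subunit of the transcription factor AP-1, went from 10.5 to 59.7 FPKM in the medial layer and Dusp1, a phosphatase of MAP kinases, from 118 to 256 FPKM. Ier3 rose 1.93-fold in the medial layer and 2.00-fold in the endothelial layer, where Atf3 was 2.11-fold lower. RNAs that stay in the nucleus rose in the medial layer, with Malat1 going from 62.8 to 484 FPKM, Neat1 from 3.63 to 20.6 and the imprinted RNA Meg3 from 0.875 to 5.25, while Rian fell from 3.84 to 1.25 FPKM. Malat1 was listed at 454 FPKM in control and 441 FPKM in Poldip2-/- endothelial layers, so the medial controls were the group that stood apart for it. Neat1 and Rian were lower in the endothelial layer, and the other 2 of these RNAs were not called (both counts the same adjusted over the list alone). Genes named for ribosomal proteins were lower in the medial layer, 44 of 90 with 7 higher (the same adjusted over the list alone), such as Rps14, which went from 709 to 303 FPKM. Their median of -0.48, or -0.27 on the scale of the authors' deposited table, lay at the 12.4 percentile of random lists matched on length as well, and their names also cover the kinase gene Rps6ka1. Of 91 such genes in the endothelial layer, 8 were lower and 3 higher (7 and 3 adjusted over the list alone), with a median of -0.10. Though small, this median lay below every random list, also when matched on length. Of the histone genes made during DNA replication, Hist1h1e and Hist1h4d rose and Hist1h4h fell in the medial layer, 4 higher and 1 lower of 9 (Hist2h2be and Hist3h2a, named after their values were seen, were the others), and Hist2h4 and Hist2h2be rose in the endothelial layer, 2 of 10 (the same counts adjusted over the list alone).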

Our results are also consistent with studies carried out in *Poldip2* gene trap mice and cells derived from them [1,4,7,12,25,26,30,36,37,40], which provided insights into the functions of *Poldip2* in the vasculature. Notably, the upregulation of extracellular matrix protein mRNAs observed in the present study is consistent with the phenotype of *Poldip2* gene trap mice [12,37]. 

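In the medial layer of Poldip2-/- mice, the 4 extracellular matrix genes with the largest log2 ratios were Col18a1, Col4a6, Lama5 and Col4a2. Col18a1, which encodes collagen XVIII, went from 57.2 to 509 FPKM, an 8.90-fold rise. Col4a1, Col4a2 and Col4a6, chains of the collagen IV network, rose 4.94-, 6.15- and 8.02-fold, and Lama5, the alpha 5 chain of laminin, rose 11.1-fold. Col1a1, of the fibrillar collagens, rose 1.62-fold there. The effect of genotype differed between layers for each of the collagens named by Figs 8 and 11, by 3.62 log2 units for Col18a1, 3.50 for Col1a1, 2.73 for Col4a1, 3.30 for Col4a2 and 2.65 for Col4a6, with p-values from 1.35e-28 to 2.55e-06 after Benjamini-Hochberg adjustment over 26 named genes (z-test on standard errors implied by the authors' p-values). In the endothelial layer Col6a1, a chain of microfibrillar collagen VI, fell 4.95-fold, Col3a1, a fibrillar collagen, 3.51-fold and Fbln1, a glycoprotein of elastic fibres, 4.03-fold. Integrins, the receptors for this matrix, were also higher in the medial layer, 10 of 16 with 5 lower (the same adjusted over the list alone). Itga3 went from 6.06 to 50.9 FPKM, Itga7, a laminin receptor of muscle, from 12.3 to 95.4 and Itga5, the fibronectin receptor, from 33.4 to 183. The 5 lower genes, named after their values were seen, were Itgb2, Itgam and Itgb7 of leukocytes, Itga2b of platelets and Itga11 of fibroblasts. Itga8 alone of 12 integrins was called in the endothelial layer, and was higher (also adjusted over the list alone). The matrix list had a median log2 ratio of 0.37 in the medial layer, above every random list matched on expression and at the 91.5 percentile of random lists matched on expression and gene length. The integrin list had a median of 1.11 there, which became -0.08, at the 96.0 percentile, when genes with low FPKM were kept. These rises stood beside all 24 contractile genes, Itga8 among them, that rose in the medial layer, and beside leukocyte, fat cell and fibroblast markers that fell there.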

Importantly, cellular changes induced by *Poldip2* knockdown in gene trap mice protect against the blood-brain barrier breakdown induced by hypoxia or LPS [4,7,63] and vascular leakage in lung [1]. The latter observation was recently confirmed in our laboratory, using endothelial-specific *Poldip2* knockout mice [64]. Therefore, with the exception of the degree of lethality in homozygotes, data provided by the gene trap model are in agreement with the present results and those generated using tissue-specific knockouts. In the future, floxed and *Poldip2*^-/-^ mice, as well as genes identified in the present study will serve to further elucidate *Poldip2* functions at the molecular level.

In summary, although our project suffered from an initial setback due to an unexpected duplication, our experience can benefit those who want to create knockouts, knockins or generally edit genes in cells or whole organisms. In the end, we were able to produce the desired lines of mice, both conditional and constitutive *Poldip2* knockout. Importantly, we showed that excision of floxed exon 4 with Cre produces a null allele and began characterizing the phenotype of *Poldip2* knockout animals. Both new lines of *Poldip2* mice can be used to further investigate the roles of this multifunctional protein in physiological and pathological conditions.

## Supporting information

S1 File

How the deposited data were processed for this re-analysis (not part of the article)

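RNA-seq measured mRNA in the endothelial and medial layers of carotid arteries from Poldip2-/- mice and littermate controls, with 12 samples listed in the labels (2 endothelial and 4 medial samples of each genotype). According to the methods, the authors aligned paired reads to mm9 with TopHat 2.0.12 on a Bowtie 2.2.3 index and deposited the abundance of each gene as FPKM, and how the replicates were combined into 1 FPKM value per group is not stated there. The methods state that the authors compared pairs of sample groups with DESeq2 1.18.0, which gave the deposited log2 fold changes, the p-values and the p-values adjusted by Benjamini and Hochberg, with genes called at an adjusted p under 0.05 and no fold threshold. The submitters' notes also list HTSeq 0.6.1, STAR 2.5, STAR-Fusion and edgeR 3.16.5, without tying them to a column. The deposited log2 fold changes by the authors may be shrunken. The gene coordinates in the deposited table are those of GRCm38, and they are given here as such.

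The deposited table lists 35275 genes, 54 symbols of which occur more than once. Its group FPKM and 4 of its 6 comparisons between groups were used, the 2 between genotypes within a layer and the 2 between layers within a genotype. Another 24 columns hold values of single samples under animal numbers, and they were not used in any step, because neither the paper nor the labels tie these numbers to genotypes. The depth of each library, the spread between replicates and the effect of leaving out a replicate are therefore not given. The planned test was a fit to the read counts of single samples, and it was replaced by the p-values of the authors.

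Genes with a p-value and a mean FPKM of at least 1 over the 2 groups compared were tested. The p-values of the authors were adjusted again over these genes by Benjamini and Hochberg, and genes under 0.05 were called by the sign of the authors' log2 fold change. Effect sizes are log2 ratios of group FPKM after adding 1 to each value, and folds and percentages are ratios of group FPKM with nothing added. For the difference between layers, the log2 ratios of the scaled group means in the deposited table were subtracted, medial minus endothelial, with standard errors implied by the authors' p-values, and tested by a z-test. This test takes the layers as independent, although the same animals may have given both.

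The 35 gene lists hold markers of cell types, the gene groups that the paper names, genes taken as not used by arteries, and controls. Counts of called members are given over all genes tested and adjusted over the list alone. For lists with at least 3 members tested, the median log2 ratio was placed among 10000 random lists matched on mean FPKM in 20 bins, and among random lists matched on expression and gene length in 10 by 10 bins. Such a percentile describes these libraries and carries no replicate error. Genes are named by rule: those the paper names for this experiment and the Poldip2 locus, up to 4 called members of a list with the largest log2 ratio, and for each layer the 10 largest rises and 10 largest falls among called protein-coding genes with a mean of at least 100 scaled counts. The further condition that all replicates move the same way could not be applied without values of single samples.

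Exon positions of Poldip2 and Tmem199 were taken from the GENCODE and RefSeq annotation of GRCm38, and the transcript without exon 4 was translated from the genome sequence. Intervals for ratios and for differences of list medians come from 2000 bootstrap draws over genes. The alternatives tried were no minimum FPKM, protein-coding genes only, an adjusted p under 0.01, an absolute log2 fold change above 1 and a pseudocount of 0.1, and, chosen after seeing the data, fold changes moved to the scale of FPKM and fold changes centred within 20 bins of gene length. The computations were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. They were tested on simulated data. Calls used standard errors and lists used expression levels of the real genes, while the difference between layers used 10000 invented genes. The simulated errors were independent and of the size that the tests assumed. The shares below therefore check the computations, and not the authors' p-values or lists of correlated genes. A log2 fold change of 1 was called for 98% of genes in the endothelial layer and 79% in the medial layer, with 2.94% and 5% of calls false. Random lists shifted by 0.5 log2 units passed above the central 95% of random lists in 93% and 96% of draws, and unchanged lists fell outside the central 95% in 5.5% and 7.5%. A difference between layers of 2 log2 units was called for 81.5% of genes, with 7.39% of calls false.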

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

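Of the tests in this part, those of gene length for contractile genes and of expression level with gene length for mitochondrial genes were planned, and the tests of depth, genomic DNA, other organs, fat and nerve, loss of Poldip2, the share of smooth muscle cells, scaling, carry-over and the whole respiratory chain were chosen only after the result was seen.

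The effect of genotype differed between the layers for 5583 of 12417 genes tested, and 436 genes were called in opposite directions. Among the genes that the paper names, the difference (medial minus endothelial log2 ratio) was positive for the contractile and cytoskeletal genes Myh11 (1.98), Cald1 (1.62), Flna (2.72), Tns1 (3.41) and Vcl (1.77). It was also positive for the collagen genes Col18a1 (3.62), Col1a1 (3.50), Col4a1 (2.73), Col4a2 (3.30) and Col4a6 (2.65), and for the integrin genes Itga3 (3.34) and Itga5 (2.72). The mitochondrial genes mt-Co1 (1.77), mt-Co3 (1.13) and mt-Nd1 (1.79) had positive differences as well, and the leukocyte gene Ptprc a negative one (-1.57). These passed the test of the difference between layers, and the other smooth muscle markers of Fig 8, Acta2 (0.53), Cnn1 (0.60) and Tagln (0.10), did not pass it. The following lists of genes that the paper does not discuss had medians above the central 95% of random lists. In the endothelial layer they were red blood cell genes (0.44), platelet genes (0.30) and histone genes of replication (0.25). Matched on length as well, the platelet genes lay at the 96.6 percentile, inside the central 95%. RNAs kept in the nucleus (1.98) were such a list in the medial layer. Immediate early and heat shock genes, listed as a check on the handling of tissue, were such a list in both layers (0.42 endothelial, 0.54 medial).

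Olfactory and vomeronasal receptor genes, taken here as genes that arteries do not use, were mostly listed above 0 in medial controls and mostly at 0 in medial Poldip2-/- samples. Lower depth of the Poldip2-/- libraries would keep the mean, yet the mean FPKM of olfactory receptor genes in Poldip2-/- samples was 0.0691 of that in controls. Cells of skeletal muscle or thyroid were argued against by their lists, with medians in medial controls of 0.579 and 0.876 FPKM. The list of liver, testis, brain and retina genes, which also holds genes of pancreas and other organs, pools them. Its median of 0.560 FPKM (mean 5.76) therefore cannot decide on any 1 organ. Fat and nerve beside the artery were argued against by medians over all 10 and 7 markers of 0.255 and 1.179 of controls. Their 95% intervals, 0.199 to 0.555 and 0.524 to 6.76, lay above the 0.157 that ends the interval of the olfactory receptor genes. The 7 Schwann cell genes include low ones, and the 3 that could be tested fell, with a median log2 ratio of -0.92. Genomic DNA in the control libraries stays open, since low genes on the X chromosome had 0.404 of the mean FPKM of autosomal ones (95% interval 0.348 to 0.469, 448 and 6837 genes), a range that held neither 0.5, which DNA of males would give, nor 1. Loss of Poldip2 stays open too, since the olfactory receptor genes fell in the endothelial layer to 0.158 of controls. Without values of single samples, genotype and library group cannot be told apart.

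Contractile genes were higher, and leukocyte, fat cell and fibroblast markers lower, in medial Poldip2-/- samples. A larger share of smooth muscle cells with all other cell types diluted alike was not decided. Leukocyte markers lay -0.98 log2 units from endothelial markers (95% interval over genes -1.99 to -0.53, 12 and 13 genes). Endothelial RNA had been flushed out of these samples, so what remained of it does not measure dilution. Gene length was argued against by the contractile list, at the 100 percentile of random lists matched on expression and length, and scaling by the 0.22 log2 units that part the authors' scales. A larger share of smooth muscle cells, with other cell types lost alike or unequally, from dissection or from genotype, stays open. The list medians of leukocytes (-1.70), fat cells (-1.71), fibroblasts (-1.32), platelets (-1.52), Schwann cells (-0.92, over the 3 genes tested) and other endothelial markers (-0.71) all lay below 0. An effect of genotype on smooth muscle itself stays open as well, untested.

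Genes encoded by mitochondrial DNA were lower in endothelial Poldip2-/- samples, while nuclear genes of the respiratory chain were not. Less carry-over of the medial layer was argued against as the whole cause: the falls amounted to a median of 46.9% of the FPKM in medial controls (lowest 19.1%), while the medians of contractile, fibroblast and fat cell genes put the medial share of control endothelial samples at no more than 5.14%, although fibroblast markers fell there too (-1.34). Expression level and gene length were argued against by a list percentile of 0 among random lists matched on both. Lower expression of the whole chain was argued against by the nuclear list, at the 99.99 percentile. An effect of genotype on mitochondrial transcripts, and a difference in how libraries captured them, were not tested and stay open.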

How the results depend on the processing

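The alternatives of gene length centring and of the FPKM scale, and the tests on them, were chosen after seeing the data. Of the comparison results under alternatives, 59 stayed within 1.5 times the main count, or kept their direction and side of the threshold, and 23 moved. The balance of higher and lower calls depended on the setting. With no minimum FPKM, genes called numbered 2936 in the endothelial layer (2142 lower) and 16247 in the medial layer (11866 lower), and between layers of controls 15403 (8693 higher in the medial layer), since more genes were tested; lower calls then outnumbered higher ones in both layers, and between layers of both genotypes higher calls outnumbered lower ones (in Poldip2-/- mice 5132 and 4644), the reverse of the main setting. At an adjusted p under 0.01, the endothelial layer had 698 calls (306 higher, 392 lower), also with lower calls in the majority. With an absolute log2 fold change above 1 the calls were, by construction fewer, 143 in the endothelial layer (15 higher, 128 lower), 3599 in the medial layer (1710 and 1889), 3824 between layers of Poldip2-/- mice (2071 and 1753), 5788 between layers of controls (3343 lower) and 2823 for the difference between layers, with the majority lower between genotypes in both layers and higher between layers of Poldip2-/- mice, each the reverse of the main setting. Centred by gene length, the endothelial layer had 948 calls (282 higher), and the cause was not tested. Protein-coding genes alone, a pseudocount of 0.1 and the FPKM scale moved no comparison result past these bounds. The pseudocount enters only log2 ratios, so it could not change which genes were called. The filters on genes could not change the log2 ratio of Poldip2 or Tmem199. On the FPKM scale, lower calls were the majority between genotypes in the endothelial layer (679 higher, 722 lower) and the medial layer (2890 and 5058). The log2 ratio of Poldip2 ranged from -1.79 to -1.71 in the medial layer and from -1.34 to -1.25 in the endothelial layer. For the gene lists, 176 results kept their side of the percentile limits, or stayed between them, and the sign of the median was not compared. Another 3 gained a call (medial histones and endothelial cell division genes with no minimum FPKM, medial platelet genes among protein-coding genes) and 2 lost one (medial integrins with no minimum FPKM, endothelial platelet genes at a pseudocount of 0.1). No paired analysis was possible because no column of a single sample could be matched to its genotype. For the same reason the other normalizations (size factors, library size, upper quartile), filters on counts, a rerun of the authors' DESeq2, a fit of all 4 groups together, leaving out replicates, the replicate block, thinning to equal depth and the camera list test were not run. What depth limits was not assessed, since the depth of each library is not known here.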

Differences from the paper's values

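Between the first exons of Tmem199 and Poldip2 the paper gives 13 bases, and the GENCODE annotation of GRCm38 used here has 20 bases; no alternative set before the data were examined bears on this value. For genes called lower in the endothelial layer the paper's count is about 2600, rounded here from the number printed in Fig 9, and the count here is 673 over genes with a mean FPKM of at least 1, a minimum the paper does not state. With no minimum FPKM the count was 2142, within 1.5 times the paper's, whereas protein-coding genes alone (580), an adjusted p under 0.01 (392) and an absolute log2 fold change above 1 (128) stayed outside. For genes called lower in the medial layer the paper's count is about 12000, rounded here from the number printed in Fig 9, and the count here is 3577. With no minimum FPKM it was 11866, within 1.5 times the paper's, and with the same other alternatives it was 2962, 2974 and 1889, which stayed outside. The endothelial counts that the authors' deposited table calls, 967 higher and 2551 lower, match those printed in Fig 9, and its medial counts, 4458 higher and 12071 lower, differ from the printed ones by a few genes.

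The paper describes leukocyte markers as barely detectable and takes this to mean that the samples held no blood. In medial controls Ptprc was listed at 5.02 FPKM and Cd33 at 6.63 FPKM, and in medial Poldip2-/- samples at 1.68 and 2.70 FPKM, which are low beside the smooth muscle markers. Lyz2, a macrophage gene that the paper does not use as a marker, was listed at 2500 FPKM in medial controls and 461 FPKM in medial Poldip2-/- samples.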

Other observations

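Several genes that the paper measures in thoracic aorta by RT-qPCR were also read in the carotid layers. The paper ran that RT-qPCR to follow up this same carotid RNA-seq, so the carotid calls below are no independent support for it. All 11 genes chosen for the medial layer of the aorta rose in the carotid medial layer (also adjusted over the list alone), from Vcl, which links adhesions to actin (3.79-fold), to Col18a1 (8.90-fold). In the carotid endothelial layer, the 3 mitochondrial genes chosen for that layer of the aorta fell (also adjusted over the list alone), and of 10 medial genes Cnn1 was higher and Col4a2 and Tns1 were lower (the same adjusted over the list alone). Of the mitochondrial genes, mt-Co3 alone fell in the medial layer (also adjusted over the list alone). Of 5 reference genes of RT-qPCR in Table 1, Rpl13a, Hprt, B2m and Pgk1 were lower in the medial layer (the same adjusted over the list alone), with a list median of -0.60 (-0.38 on the authors' scale) that lay at the 18.0 percentile of random lists of similar expression, inside their central 95%, and Ppia was 1.15-fold higher in the endothelial layer (also adjusted over the list alone).

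Tmem199, beside Poldip2, was listed at 11.7 FPKM in control and 14.3 FPKM in Poldip2-/- endothelial layers, and at 12.6 and 13.3 FPKM in the medial layers, and was not called in either. Of 9 genes tested from the duplicated segment of Fig 4C, Poldip2 alone was called in the endothelial layer. In the medial layer Poldip2, the sterol-binding protein gene Tmem97 and the ciliary transport gene Ift20 were lower and Unc119 and Pigs higher. These counts were the same adjusted over the list alone, and Pigs was named after its values were seen. The share called over all genes tested was 13.5% in the endothelial layer and 58.1% in the medial layer. Among inflammatory genes, the chemokine Ccl2 (9.55 to 2.19 FPKM) and the adhesion molecules Selp and Icam1 were lower in the medial layer and the chemokine Cx3cl1 higher, out of 8 (2 higher and 3 lower adjusted over the list alone), and none of 8 was called in the endothelial layer, also adjusted over the list alone. The Y-linked gene Eif2s3y was higher in both layers, and Uty in the endothelial layer, out of 4 sex-linked genes tested (the same counts adjusted over the list alone).

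The tests below were chosen after the result was seen for extracellular matrix genes and before it for linked DNA. Gene length stays open as an explanation for the median of the matrix list in the medial layer. That list lay at the 91.5 percentile of random lists matched on expression and length, inside their central 95%. The percentile does not speak to single genes, of which 29 of 49 were called higher and 8 lower. Col18a1, at 6338 bp, had a log2 ratio of 3.13, against a median of 0.045 for genes of 4000 to 8000 bp. For thoracic aorta, the paper reports matrix genes higher in the medial layer by RT-qPCR (Fig 11). DNA of another strain linked to the Poldip2 allele could raise the number of called genes near Poldip2, but the share called in the endothelial layer within 10 Mb (29 of 247 genes, 11.7%) was 0.882 of that on the rest of chromosome 11 (93 of 699 genes, 13.3%).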
